# Highlights of Tuft Cells in Mouse and Human Salivary Glands

**DOI:** 10.3390/cells15070583

**Published:** 2026-03-25

**Authors:** Michael E. Rusiniak, Lara Shimagami, Victor Zanetti Drumond, Mariana Silveira Souza, Fernanda Luiza Araujo Lima de Castro, Chao Xue, Ming Zhang, Jun Qu, George Edward Chlipala, Mark Maienschein-Cline, Tarcilia Aparecida da Silva, Silvia Ferreira de Sousa, Harim Tavares dos Santos

**Keywords:** tuft cell, salivary gland, saliva, Sjögren’s, transcriptome and histology

## Abstract

**Highlights:**

**What are the main findings?**

- Loss of tuft cells is associated with sex-biased salivary gland remodeling in mice (transcriptome, histology, saliva flow/proteome).
- In human minor salivary glands, tuft cell counts differ between Sjögren’s disease and non-Sjögren sicca and associate with key disease features.

**What are the implications of the main findings?**

- Tuft cells likely contribute to salivary gland epithelial integrity and secretory homeostasis, supporting a broader sentinel/regulatory role in gland biology.
- Tuft cell abundance may serve as a candidate tissue biomarker of salivary gland dysfunction/injury and supports future mechanistic and translational studies in Sjögren’s disease.

**Abstract:**

Tuft cells (TCs) are rare chemosensory epithelial cells that regulate mucosal homeostasis in multiple organs, but their role in salivary gland (SG) biology remains poorly defined. This study aimed to define TC structure in mice submandibular glands (SMGs), determine how TC loss affects gland organization and function, and evaluate whether TC abundance in human minor SGs is associated with Sjögren’s disease (SjD) features. Specifically, TC ultrastructure and ductal localization were characterized in female and male C57BL/6J mouse SMGs by transmission electron microscopy and immunostaining. Wild-type and C57BL/6J-*Pou2f3^-/-^* (TC-deficient mouse strain) SMGs were analyzed by histology and bulk RNA-seq, and salivary function was assessed by saliva flow and proteomics. Human minor SG biopsies from SjD and non-Sjögren sicca (nSjD) patients were analyzed by immunostaining and Poisson regression. In mice SMGs, TCs showed conserved ultrastructural features and localization in both sexes. TC loss was associated with marked sex-biased transcriptome remodeling, morphological disruption, and altered saliva quantity and quality. In humans, TC counts differed between nSjD and SjD groups and were associated with salivary flow, serologic status, and histopathologic features. These findings support a role for TCs in SG epithelial integrity and suggest TC abundance as a candidate biomarker of SG dysfunction.

## 1. Introduction

Tuft cells (TCs) are chemosensory cells identified approximately sixty years ago in mouse and human epithelia by their unique bottle shape together with apical microvilli-rich tuft-like, dense actin filaments and deep-reaching rootlets [1,2,3,4,5]. However, a lack of genetic tools and specific biomarkers limited the understanding of their role at that time, until they were shown to modulate inflammatory responses in the intestinal epithelium in 2016 [6,7,8]. Subsequently, several other groups have shown that TCs not only modulate inflammation, but also are directly involved in development, regeneration and carcinogenesis processes in several other organs [9,10,11,12,13,14]. Regarding TC identity, POU2F3 (POU class 2 homeobox 3) is the first identified master regulator transcription factor required for the generation of TCs and mice lacking this transcription factor lack TCs across all organs [6,13,15,16]. Additionally, *Pou2f3* deficiency does not impact on global immunity [6] and, therefore, previous studies have validated *Pou2f3^-/-^* mice as a suitable model to study the function of TCs [6,17,18,19]. Functionally, TCs express canonical chemosensory signaling components (e.g., TasR, Gnat3 and Trpm5) similar to type II taste cells as well as effector molecules such as acetylcholine, eicosanoid, and interleukin (IL)-25 [6,7,8,20,21,22,23,24,25,26,27], which collectively enable TCs to detect microbial and other luminal stimuli and signal to neighboring cells [28,29,30]. Despite these advances in understanding TC biology, additional structural and functional studies on TCs are warranted, as the role of these cells in health and disease remains poorly understood as well as their potential use as therapeutic targets.

Until only recently TC studies in salivary glands (SGs) were restricted to rats [3,31,32]. In this species, ultrastructural analysis indicated that TCs are located within SG ducts and share fine details with their counterparts in different organs, such as distinct apical microvilli and tubulovesicular system [33,34,35,36]. However, these initial rat studies were not subsequently extended to other species. This motivated our recent studies, which identified TCs in mouse and human submandibular glands (SMGs) [37,38]. Additionally, TCs have been detected in benign (i.e., Warthin tumor and pleomorphic adenoma) and malignant (i.e., adenoid cystic carcinoma) SG neoplasms, which indicates that these cells may play a role in SG disease [39,40]. Nonetheless, despite recent efforts to understand TC biology in SGs, substantial gaps remain in our understanding of their structure and function within these organs.

Here, we compare the ultrastructure and distribution of TCs in male and female mouse SMGs. Then, we demonstrate differences in the SMG transcriptome, tissue architecture and saliva proteomic profile of mice lacking TCs. Finally, we extend our investigation to human minor SG biopsies from individuals with sicca symptoms classified as either primary Sjögren’s disease (SjD; 2016 ACR/EULAR criteria) or non-Sjögren sicca (nSjD) [41]. Collectively, this study expands our understanding of TC biology in mouse and human SGs and serves as a basis for future studies to define the specific signaling mechanisms by which TCs regulate salivary tissue homeostasis.

## 2. Materials and Methods

### 2.1. Animals

Female and male C57BL/6J and C57BL/6J-*Pou2f3^em1Cbwi^*/J (i.e., C57BL/6J-*Pou2f3^-/-^*) mice from Jackson Laboratory at 8 weeks of age were euthanized with CO_2_ (30% per minute) followed by abdominal exsanguination and removal of the SMGs. All animal management and procedures were approved by the University at Buffalo’s Institutional Animal Care and Use Committee Approval Number: PROTO202400054.

### 2.2. Human Minor Salivary Glands

Minor SGs from forty adult individuals presenting with complaints of dry mouth and/or dry eyes who met the 2016 classification criteria for SjD, as defined by the American College of Rheumatology and the European League Against Rheumatism (ACR/EULAR), were included in the SjD group [41,42]. The control group (nSjD group) consisted of minor SGs from twenty individuals with sicca symptoms (including xerostomia and/or xerophthalmia) who did not fulfill the 2016 ACR/EULAR classification criteria for SjD after standardized evaluation [42,43,44]. Specifically, these individuals did not reach the minimum classification score of 4 required for SjD. The reasons for not fulfilling the criteria varied among patients but necessarily included the absence of anti-SSA/Ro antibodies and/or a focus score < 1 on minor salivary gland biopsy, with focus score defined as the number of lymphocytic foci, each composed of ≥50 mononuclear cells, per 4 mm^2^ of glandular tissue [45,46]. Additionally, some patients also presented unstimulated salivary flow rate > 0.1 mL/min, a negative Schirmer’s test, and/or a negative Ocular Staining Score. Moreover, although historically regarded as a benign and idiopathic condition, nSjD is now recognized as a distinct and underexplored clinical entity associated with a high symptomatic burden (e.g., persistent oral dryness, fatigue, oral discomfort, and functional and psychosocial impairment) [47]. Exclusion criteria were the same for both groups and were based on ACR/EULAR classification criteria, including pregnancy, prior use of anticholinergic drugs, history of head and neck radiotherapy, HIV/AIDS, hepatitis C infection, sarcoidosis, amyloidosis, neoplasms, graft-versus-host disease, and IgG4-related disease. Moreover, clinical variables collected included: demographic characteristics, symptom duration, medication use, serological status for anti-Ro/SSA and anti-La/SSB antibodies, and ocular test results (Schirmer test and Ocular Staining Score [OSS]). Also, symptoms of dryness (i.e., xerostomia/hyposalivation and xerophthalmia) were assessed in conjunction with the Clinical Oral Dryness Score (CODS) [48]. Moreover, unstimulated saliva was collected using the spitting method over a 10 min period, as previously described [49]. All samples were collected in the morning under fasting conditions and were supervised by trained examiners. Salivary flow rate was expressed in mL/min. Participants were consecutively recruited between 2022 and 2024. Finally, analyses of these specimens were conducted under the guidelines and with the approval of the Federal University of Minas Gerais Institutional Research Ethics Committee (No. 60804622.9.0000.5149), with informed consent obtained for each patient.

### 2.3. Hematoxylin and Eosin Staining

Mouse SMGs were collected, washed with PBS (PBS; Corning Inc., Corning, NY, USA) and fixed in formalin (Thermo Fisher Scientific, Waltham, MA, USA) for one day. After dehydration with ethanol, tissue blocks were created using paraffin wax (Leica Biosystems, Buffalo Grove, IL, USA), and 5-μm-thick tissue sections were obtained. Next, we performed H&E staining (Abcam, Cambridge, UK) to investigate morphological changes [50]. Specifically, SMG tissue sections from each group were deparaffinized with xylene (Sigma-Aldrich, St. Louis, MO, USA) and rehydrated with serial ethanol solutions (100%, 70%, and 50%; Sigma-Aldrich, St. Louis, MO, USA) followed by distilled water. Later, the rehydrated sections were stained with Harris Hematoxylin for 6 min. Then, hematoxylin-stained sections were washed with distilled water for 2 min, treated with 0.5% (*w*/*v*) lithium carbonate (Li_2_CO_3_) solution (Sigma-Aldrich, St. Louis, MO, USA) for 1 min, and rinsed with distilled water for 1 min. Following, slides were washed with 95% ethanol for 1 min, followed by a 1 min incubation with Eosin and washed with 95% ethanol for 1 min. Subsequently, sections were washed three times with 100% ethanol, cleared in xylene, and mounted with a xylene-based mounting medium (Thermo Fisher Scientific, Waltham, MA, USA). Samples were examined using the Nikon NiE Upright microscope (Nikon Instruments Inc., Melville, NY, USA). In mouse SMGs, H&E-stained sections were examined qualitatively to compare glandular architecture, acinar and ductal morphology and inflammatory cell infiltrates between experimental groups. For human minor SG samples, histological parameters—including focus score calculation, grading of atrophy, fibrosis, and ductal dilatation, and assessment of germinal center–like structures and lymphoepithelial lesions—were evaluated using established criteria for salivary gland histopathology in primary SjD [41]. Finally, the extent of adipose tissue replacement and acinar dilatation was also qualitatively graded as absent, mild, moderate, or severe.

### 2.4. Transmission Electron Microscopy

Mouse SMG were fixed using 2% (*v*/*v*) glutaraldehyde and 2% (*v*/*v*) formaldehyde (prepared from paraformaldehyde) in 0.1 M cacodylate buffer, pH 7.2, overnight at 4 °C. Then, fixed specimens were then rinsed four times for 10 min each with 30 mM HEPES, pH 7.2, 70 mM NaCl, and 6% (*w*/*v*) sucrose, rinsed three times with 20 mM Tris, pH 7.2, containing 120 mM NaCl and 5 mM CaCl_2_, postfixed with osmium tetroxide 1% (*w*/*v*) OsO_4_, 70 mM NaCl, 5 mM CaCl_2_, 30 mM HEPES buffer, pH 7.4, for 10 min, and rinsed three times for 10 min each with distilled water. Next, fixed samples were stained overnight in aqueous 0.5% (*w*/*v*) uranyl acetate, pH 6.0, at room temperature and infiltrated with Epon-Araldite epoxy resin (Electron Microscopy Sciences, Hatfield, PA, USA). The infiltrate was placed in fresh resin in ballistic electron-emission microscopy (BEEM) embedding capsules (Electron Microscopy Sciences, Hatfield, PA, USA) and polymerized at 60 °C. Later, sections of 70 nm thickness were cut on a Leica ultra-cut (UCT) microtome (Leica Microsystems, Buffalo Grove, IL, USA) and stained with 5% (*w*/*v*) uranyl acetate and Sato’s triple lead salt stain consisting of 1% (*w*/*v*) lead citrate, 1% (*w*/*v*) lead acetate, 1% (*w*/*v*) lead nitrate, and 2% (*w*/*v*) sodium citrate. Finally, samples were viewed and photographed with a Japan Electro Optics Laboratories (JEOL 1400) transmission electron microscope (JEOL USA Inc., Peabody, MA, USA).

### 2.5. Bulk RNA-Sequencing: RNA Extraction, Library Preparation, Sequencing, Differentially Expressed Gene (DEG) and Enrichment Analyses

Submandibular gland (SMG) tissue was collected from each mouse, snap-frozen and stored at −80 °C, and processed for bulk RNA-sequencing by the University at Buffalo Genomics Core. Total RNA was extracted from SMG tissue using the Qiagen RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA quantity and quality were assessed using Qubit (Invitrogen, Waltham, MA, USA) and an Agilent Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA), respectively. A quantity of 100 ng of total RNA per sample was used to generate stranded, ribosomal RNA–depleted libraries using the Illumina RiboZero Total Stranded RNA library preparation kit (Illumina, San Diego, CA, USA). Following library preparation and quality control, libraries were pooled to 10 nM, and the pool concentration was determined using the QuantaBio Universal qPCR reaction kit (QuantaBio, Beverly, MA, USA). After dilution and denaturation, pooled libraries were sequenced on an Illumina NovaSeq 6000 system (Illumina, San Diego, CA, USA) using paired-end 100 bp reads (2 × 100; PE100). Next, raw read quality was assessed using standard sequencing QC procedures implemented by the Genomics Core and/or downstream computational pipeline. For computational analysis, transcript abundance was quantified using Salmon (v1.10.1) against the Gencode M35 reference transcriptome (GRCm39/mm39). Differential expression analysis was performed with DESeq2 [51], and genes were considered differentially expressed using a Benjamini–Hochberg adjusted *p*-value (FDR) < 0.05. Volcano plots and heatmaps were generated in R (v4.5.2) using ggplot2 (4.0.2) and ComplexHeatmap (2.26.1), respectively [52,53]. For enrichment analyses, gene sets were defined using FDR < 0.05 and |log2 fold change| > 1, and were analyzed using the Core Analysis function in Qiagen Ingenuity Pathway Analysis (IPA, v9.0) [54]. Finally, RNA-seq datasets have been deposited in the Gene Expression Omnibus (GEO) under accession GSE320144.

### 2.6. Immunofluorescence

Mouse SMG sections were blocked for 90 min at room temperature in blocking buffer containing 0.5% Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA), 1% bovine serum albumin (BSA, Sigma-Aldrich, St. Louis, MO, USA), and 5% normal goat serum (NGS, Cell Signaling Technology, Danvers, MA, USA), then incubated overnight at 4 °C with primary antibodies diluted in blocking buffer: anti-POU2F3 (HPA019652; 1:1000; Sigma-Aldrich, St. Louis, MO, USA) and keratin 8 (KRT8) hybridoma supernatant (TROMA-I-s, 17 µg/mL; 1:16; Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA, USA). Sections were washed four times with wash buffer (0.1% Triton X-100 in PBS) and incubated for 1 h at room temperature with secondary antibodies diluted in blocking buffer: goat anti-rabbit IgG Alexa Fluor 488 (ab150081; 1:500; Abcam, Cambridge, UK) and goat anti-rat IgG Alexa Fluor 647 (ab150159; 1:500; Abcam, Cambridge, UK). Sections were then washed four times with PBS containing Tween-20 and mounted using an aqueous mounting medium with DAPI (Fluoroshield, ab104139-1002; Abcam, Cambridge, UK). Finally, sections were imaged using the Andor Dragonfly Confocal Microscope (Andor Technology Ltd., Belfast, UK).

### 2.7. Immunohistochemistry

Five μm thick minor human SG serial sections were obtained using a microtome and mounted on polarized slides (EasyPath^®^, Indaiatuba, SP, Brazil). After deparaffinization, rehydration, and antigen retrieval, we used the Trilogy™ solution (Cell Marque^®^, a Sigma-Aldrich Company, Rocklin, CA, USA). The staining procedure was performed using the EnVision FLEX Mini Kit, high pH (Agilent Dako^®^, Santa Clara, CA, USA). POU2F3 immunostaining was performed with a monoclonal anti-POU2F3 antibody (dilution 1:100; antibody incubation for 2 h; Cell Signaling Technology, Danvers, MA, USA), with human intestinal tissue used as a positive control. Finally, immunostaining was evaluated by a single examiner by manual counting of all POU2F3^+^ cells in each microscopic field at 400× magnification, with each field corresponding to an area of 0.1024 mm^2^.

Data normality was appraised using the Shapiro–Wilk and Kolmogorov–Smirnov tests, which indicated non-normal distributions. Categorical variables were compared using the χ^2^ test or Fisher’s exact test, as appropriate. For comparisons between two groups, the Mann–Whitney U test was used. A Poisson regression model with a log-linear link function was constructed to evaluate the association between independent variables and the count of tuft cells. Salivary gland area (mm^2^) was included as a covariate, and all independent variables, encompassing clinical, serological, and histopathological features, were adjusted for this parameter. The results are expressed as rate ratio (RR) along with their respective 95% confidence intervals (CI). Finally, all analyses were performed using R programming language (version 4.4.1; R Core Team, 2025).

### 2.8. Saliva Collection

Mice were anesthetized intraperitoneally with an xylazine (5 mg/kg) and ketamine (80 mg/kg) solution followed by intraperitoneal injection with pilocarpine (2.5 mg/kg in PBS, (Sigma-Aldrich, St. Louis, MO, USA)) to stimulate saliva secretion. Saliva was then collected for 20 min and the volume of the collected saliva was measured and calculated using the following equation, as described previously [55]:

$$\mathrm{Saliva flow rate}=\frac{\text{Stimulated saliva flow rate }(\mathrm{\mu L})}{\mathrm{Mouse body weight}(g)\times \mathrm{collection time}(\min)}$$

Statistical significance in saliva volume was assessed using unpaired two-tailed Student’s *t*-tests, comparing C57BL/6J and C57BL/6J-*Pou2f3^-/-^* mice within each sex (male WT vs. male knockout; female WT vs. female knockout). A *p* value ≤ 0.05 was considered statistically significant. Analyses were performed using GraphPad Prism (version 8.4.2). Collected saliva was then subjected to liquid chromatography–tandem mass spectrometry (LC–MS/MS), as detailed below.

#### 2.8.1. Salivary Protein Digestion

Protein concentrations of saliva samples were determined using the bicinchoninic acid (BCA) assay (Thermo Fisher Scientific, Waltham, MA, USA). Thirty micrograms of total protein from each sample were prepared for digestion, and the volume was adjusted to 60 µL with 0.5% SDS buffer. Proteins were reduced with 10 mM dithiothreitol at 56 °C for 30 min and alkylated with 20 mM iodoacetamide at 37 °C for 30 min in the dark. Both reduction and alkylation steps were carried out with constant vortexing in a Thermomixer at 550 rpm. Protein precipitation was performed by adding 1 and 5 volumes of chilled acetone followed by vortexing, and the mixture was incubated at −20 °C for 3 h. After centrifugation at 20,000× *g* for 30 min at 4 °C, the supernatant was discarded, and the protein pellets were washed with 200 µL methanol. The protein pellets were reconstituted in 50 mM Tris-FA. Trypsin (Sigma-Aldrich, St. Louis, MO, USA), activated with 50 mM Tris-FA, was added to the protein pellets at a protein to trypsin ratio of 20:1, and tryptic digestion was carried out at 37 °C overnight with constant vortexing. Digestion was terminated by adding 1% FA. Finally, samples were centrifuged at 20,000× *g* for 30 min at 4 °C, and the supernatants were carefully transferred to LC vials.

#### 2.8.2. Salivary LC-MS Analysis

Liquid chromatography–tandem mass spectrometry (LC-MS/MS) was conducted using a trapping nano-flow LC-Orbitrap Astral MS system, which comprised a Dionex Ultimate 3000 nano LC system, a Dionex Ultimate 3000 gradient micro-LC system with a WPS-3000 autosampler, and an Orbitrap Astral mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA).

A single injection of 250 ng derived peptides was analyzed for each sample. A trapping column (100 µm ID × 5 cm, packed with 5 µm C18, CoAnn Technologies, Richland, WA, USA) was employed prior to nano LC column (75 μm ID × 30 cm, packed with 1.7 μm C18, CoAnn Technologies, Richland, WA, USA) separation for matrix component removal and selective peptide delivery. Mobile phases A and B were 0.1% formic acid (FA) in 2% acetonitrile, and 0.1% FA in 88% acetonitrile, respectively. The LC gradient profile was as follows: 4–37% B for 39 min; 37% to 97% B for 0.1 min; and isocratic at 97% B for 3 min.

Mass spectrometry operated in data-independent acquisition (DIA) mode. MS1 spectra were acquired in the *m*/*z* range of 380 to 980 at a resolution of 180k. The normalized Automatic Gain Control (AGC) target for MS1 was set at 500%, with a maximum injection time of 5 ms. Precursor ions were isolated using a 2 Th-wide window and fragmented by higher-energy collision-induced dissociation (HCD) at a normalized collision energy of 25%. MS2 spectra were acquired in the Astral (AST) mass analyzer. The normalized Automatic Gain Control (AGC) target was set at 200%, with a maximum injection time of 3 ms.

#### 2.8.3. Protein Identification and Quantification

The MS raw files were analyzed by searching against the Uniprot-SwissProt Mouse database (accessed January 2024, containing 17,156 protein entries) using DIA-NN (v1.8.1) in library-free mode. Trypsin was selected as the protease with one allowed missed cleavage. Search parameters included a maximum of three modifications, including cysteine carbamidomethylation, methionine oxidation and N-terminal acetylation. The precursor and protein FDR% was set to 1%. Mass accuracy was set to 3 ppm for MS1 and 7 ppm for MS2. The scan window was set to 12.

Differential abundance analysis was performed using limma (R v4.4.2) on normalized protein intensities from DIA-NN v1.8.1. Values were log_2_-transformed, and no additional normalization was applied prior to limma analysis. Proteins were required to be quantified in ≥70% of samples per group, and missing values were imputed using a group-aware K-nearest neighbor (KNN) method (k = 2). Comparisons were performed between female C57BL/6J vs. female C57BL/6J-*Pou2f3^-/-^* and male C57BL/6J vs. male C57BL/6J-*Pou2f3^-/-^*. Multiple testing correction was not applied due to the limited number of significantly changed proteins. Differentially expressed proteins were defined as *p* < 0.05 and |fold change| ≥ 1.4. Finally, heatmaps were generated from the top 50 proteins ranked by |log_2_FC|, using row-wise Z-score–scaled log_2_-transformed intensities, with hierarchical clustering based on Euclidean distance and complete linkage (pheatmap, R).

STRING protein–protein interaction networks were generated using the same top-50 protein lists in Mus musculus (STRING v12.0), with a minimum required interaction score of 0.400, using all available evidence sources (text mining, experiments, curated databases, co-expression, neighborhood, gene fusion, and co-occurrence). Disconnected nodes were not hidden, and no additional interactors were added (query proteins only). Finally, proteins not mapped to STRING were 2 (male) and 5 (female), respectively.

## 3. Results

### 3.1. Tuft Cell Ultrastructure and Distribution Are Similar in Female and Male Mouse Submandibular Glands

To compare the ultrastructure of TCs within male and female SMGs, we evaluated their fine structure using transmission electron microscopy. In both sexes, TCs were identified in ducts by their long finger-like microvilli, numerous electron-lucent vesicles and tubules of varying sizes in the apical cytoplasm as well as lateral projections (i.e., cytospinules) on the plasma membrane (Figure 1). Moreover, immunofluorescence staining for POU2F3 (i.e., TC-defining transcription factor) and KRT8 (i.e., ductal marker) confirmed the presence and ductal localization of TCs in SMGs from both females and males (Figure 1). Together, these findings indicate that TC ultrastructural features and ductal distribution are similar in female and male mouse SMGs.

### 3.2. Tuft Cell Loss Is Associated with Sex-Specific Transcriptomic Alterations in Female and Male Submandibular Glands

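Gene expression was measured in 12 SMGs from mice aged 8 weeks, in 4 groups of 3 biological replicates: wild-type C57BL/6J females, wild-type males, and females and males of the C57BL/6J-*Pou2f3*-/- line, called knockout here, which lacks the transcription factor that defines TCs. Stranded libraries were made from total RNA after removal of ribosomal RNA. The authors assigned the reads to the transcripts of Gencode M35 with Salmon version 1.10.1 and deposited estimated counts for all annotated genes, listed by Ensembl identifier. They also deposited normalized counts, in which the divisor of a library varies from gene to gene; the paper's text does not state how these divisors were made. The values below start from the estimated counts, rounded to whole numbers. Total counts per library ranged from 47032175 to 67882207. The group medians were 65435096 in wild-type females, 48487486 in knockout females, 51762530 in wild-type males and 52304638 in knockout males. A count of 0 allows up to 3 counts, which is 0.0442 to 0.0638 CPM (counts scaled to the same library total) depending on the library, and this limit covers counting error only. The 20 most abundant genes took 51.8% to 79.3% of a library's counts, and *Rn7s1*, a noncoding RNA of the signal recognition particle, alone took 11.8% to 39.1%. Library sizes were adjusted by edgeR's TMM method, and genes with too few counts were removed by its filterByExpr function, which left 17893 genes. All 12 libraries entered 1 model with a mean for each group, and knockout was compared with wild type within each sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs are genes with an adjusted p under 0.05 in this test, and a positive log2 fold change is up-regulation in knockout mice. Normalized counts are means ± SD of 3 mice, and SE is the standard error of a log2 fold change. Gene lists, tests and alternative settings were chosen before the data were examined, except where stated. Gene positions are on GRCm39 and come from Gencode M39, which holds 55563 of the deposited identifiers.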

To better define the global gene expression patterns, we performed bulk RNA-sequencing on 8-week-old SMGs from C57BL/6J and C57BL/6J-*Pou2f3*^-/-^ female and male mice. We utilized three biological replicates of SMGs from each group to capture biological variability and ensure robust downstream inferential analysis. 

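*Pou2f3* itself (ENSMUSG00000032015.17, chromosome 9, 43035228 to 43121666) was at the limit of detection in whole SMGs. Its counts were 1, 0 and 2 in wild-type females, 0 in each knockout female, 1, 10 and 0 in wild-type males and 0, 3 and 1 in knockout males. A difference between the genotypes was therefore not detectable at this depth in either sex. The TC genes *Gnat3* and *Il25* had a count of 0 in all 12 libraries, and *Trpm5* had at most 4 counts in any library. The ductal marker *Krt8* (ENSMUSG00000049382.11, chromosome 15, 101905133 to 101912917) had 3040 to 8381 counts in every library. Genes that mark the sex of a mouse followed the recorded sex. *Xist* had 24032 to 52649 counts in the 6 female libraries and at most 3 in the 6 male libraries, whereas *Ddx3y* had a count of 0 in the females and 1761 to 2196 counts in the males.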

Particularly, this method allowed us to investigate the altered gene expression pattern in the C57BL/6J-*Pou2f3*^-/-^ mice and how it compares to C57BL/6J control mice. Specifically, unsupervised hierarchical clustering of significantly differentially expressed genes (padj < 0.05 and |log_2_ fold-change| > 1) showed clear separation of samples by genotype in both sexes, indicating a robust *Pou2f3*-dependent transcriptional signature (Figure 2A). 

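Clustering was repeated within each sex on the row-scaled log2 CPM (prior count 2) of that sex's DEGs with an absolute log2 fold change above 1, by average linkage on 1 minus Pearson's r. At the first split, 6 of 6 female and 6 of 6 male libraries fell on the side of their genotype. On the same genes, complete linkage on Euclidean distance also placed 6 of 6 libraries in each sex. These genes had been selected by genotype in the same libraries, so that a separation on them is built in. On the 1000 most variable genes within a sex, which were selected without the genotype labels, 6 of 6 female and 5 of 6 male libraries fell on their side, and the same numbers were found on all genes that passed the low-count filter. Clustered on the DEGs of the other sex, 6 of 6 female and 4 of 6 male libraries fell on their side. Sides were assigned to give the larger number, so that a split of any 1 library from the 5 others already gives 4 of 6. In a principal component analysis of all 12 libraries, the first component held 40.5% of the variance and parted the sexes, with females between 48.8 and 59.0 and males between −62.6 and −48.4. The second component held 22.2%. Along it, knockout females lay between 35.5 and 61.1 and wild-type females between −86.3 and −20.3, without overlap, whereas knockout males (−12.4 to −0.610) lay within the range of wild-type males (−19.2 to 28.9). The third component held 8.31%. Along it, knockout males (−16.3 to 48.6) lay above wild-type males (−33.7 to −21.4) without overlap, whereas the female genotypes overlapped.

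**Figure D1:**
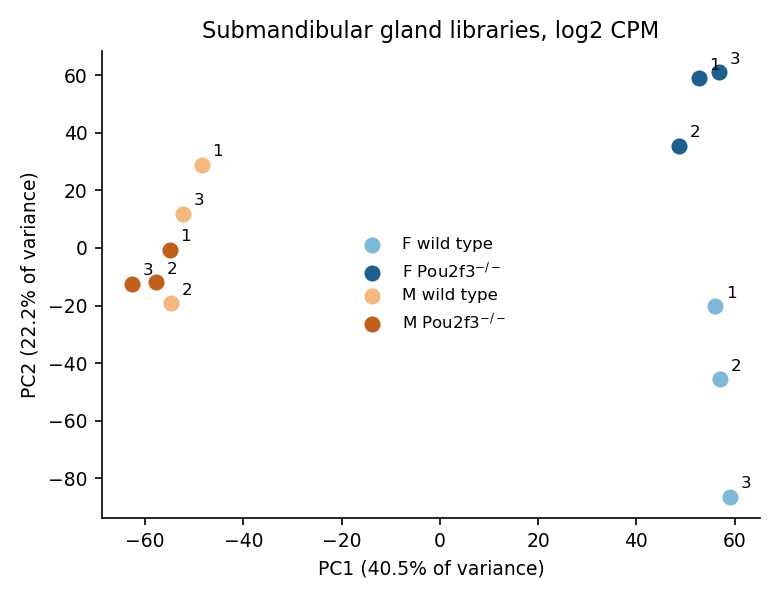
Scores of the 12 SMG libraries on the first and second principal components of log2 CPM, with the percent of variance on each axis; each point is 1 mouse, colored by sex and genotype. The sexes part along the first axis, and the female genotypes part along the second, where the male genotypes overlap.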

At a false discovery rate (FDR) of 0.05, our study identified a total of 1742 differentially expressed genes (DEGs) in the SMG from C57BL/6J-*Pou2f3*^-/-^ female mice, with 1386 genes being up-regulated and 356 genes showing down-regulation. In contrast, a much lower number of DEGs were identified in SMGs from C57BL/6J-*Pou2f3*^-/-^ male mice, totaling 175 genes, with 136 being up-regulated and 39 showing down-regulation. Together, these findings indicate that TC loss is associated with sex-specific transcriptional imbalance in SMG, which is notably greater in C57BL/6J-*Pou2f3*^-/-^ female mice (Figure 2B). 

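In SMGs from knockout females, 6611 genes were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1813 of these had an absolute log2 fold change above 1, with 1578 up-regulated and 235 down-regulated. The alternative that moved this number most kept only genes with at least 10 counts in every library: it tested 14172 genes and left 1051 DEGs above the fold change limit. With each female mouse left out in turn, the number ranged from 1142 (without wild-type replicate 3) to 2266 (without wild-type replicate 1). The number up-regulated was 917 without wild-type replicate 3. The number down-regulated was 122 with upper-quartile normalization, 409 without knockout replicate 2, 457 without wild-type replicate 1 and 383 without wild-type replicate 2. Up-regulated genes made up 87.0% of the total, and between 75.4% and 93.9% under the alternatives and with any 1 mouse left out. By the annotation's gene classes, the up-regulated genes comprised 647 protein-coding genes, 376 genes of the class TEC (transcribed regions without an assigned product), 350 long noncoding RNAs (lncRNAs) and 180 pseudogenes. The median log2 fold change over all tested genes of a class was −0.08 for protein-coding genes, 0.62 for lncRNAs, 0.91 for TEC genes and 1.02 for pseudogenes. These numbers depended on single mice and on the low-count filter. Without wild-type replicate 3 there were 418 protein-coding genes, 148 TEC genes, 208 lncRNAs and 102 pseudogenes. Without knockout replicate 1 there were 223 TEC genes, 228 lncRNAs and 109 pseudogenes, without knockout replicate 3 there were 192 TEC genes and 115 pseudogenes, and without wild-type replicate 2 there were 116 pseudogenes. With at least 10 counts required in every library there were 482 protein-coding genes, 219 TEC genes, 167 lncRNAs and 17 pseudogenes. That setting tested 89 pseudogenes, and their median was 0.02. Clock genes were set aside by the lists used here, which need not hold every gene that follows the clock. Among the other down-regulated genes whose groups did not overlap, *Coq10b* (ENSMUSG00000025981.14, chromosome 1, 55091923 to 55115640) had the smallest adjusted p. It had 479 ± 31.8 normalized counts in knockout and 1507 ± 104 in wild-type females (log2 fold change −1.65, SE 0.10, edgeR, Benjamini-Hochberg adjusted p = 2.0e-06). The lysosomal transporter gene *Slc46a3* followed, with a log2 fold change of −1.28 (SE 0.09, edgeR, Benjamini-Hochberg adjusted p = 7.5e-06). Of the 5 up-regulated genes with the smallest adjusted p, 3 were at or under 3 counts in every wild-type female, so that their fold changes are lower bounds. These were *Zxda* (ENSMUSG00000073060.5, chromosome X, 93839169 to 93841789), at least 68.6-fold higher in knockout females, *Gm43107* (ENSMUSG00000105017.2, chromosome 3, 115707458 to 115707712), at least 23.7-fold higher, and *Gm64819* (ENSMUSG00000121378.1, chromosome 17, 3112710 to 3134873), at least 22.2-fold higher. *Zxda* and *Gm43107* had a count of 0 in the wild-type females only, and had 117 to 283 and 54 to 109 counts in the 9 other libraries.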

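In SMGs from knockout males, 42 genes were DEGs (edgeR, Benjamini-Hochberg), of which 29 had an absolute log2 fold change above 1, with 16 up-regulated and 13 down-regulated. At an unadjusted p under 0.05, 2056 of the genes tested differed. The first number changed most when knockout replicate 1 was left out, to 635 DEGs, 316 of them above the fold change limit. Without any 1 of the 5 other male mice, 13 to 25 DEGs were left. All 29 genes were among the 237 found without a low-count filter, and 28 of them were among the 195 found by DESeq2's Wald test. The share of up-regulated genes was 55.2%. It ranged from 33.3%, without wild-type replicate 1 or 3, to 79.0%, with fold changes shrunken by apeGLM, so that the balance of directions in males was not settled. *Sphkap* (ENSMUSG00000026163.18, chromosome 1, 83231860 to 83386011) had 133 ± 50.4 normalized counts in knockout and 19.9 ± 2.81 in wild-type males (log2 fold change 2.73, SE 0.33, edgeR, Benjamini-Hochberg adjusted p = 0.0033). *Tspan4* (ENSMUSG00000025511.16, chromosome 7, 141055138 to 141073340) fell from 322 ± 35.5 to 141 ± 20.5 (log2 fold change −1.19, SE 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.0031).

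**Figure D2:**
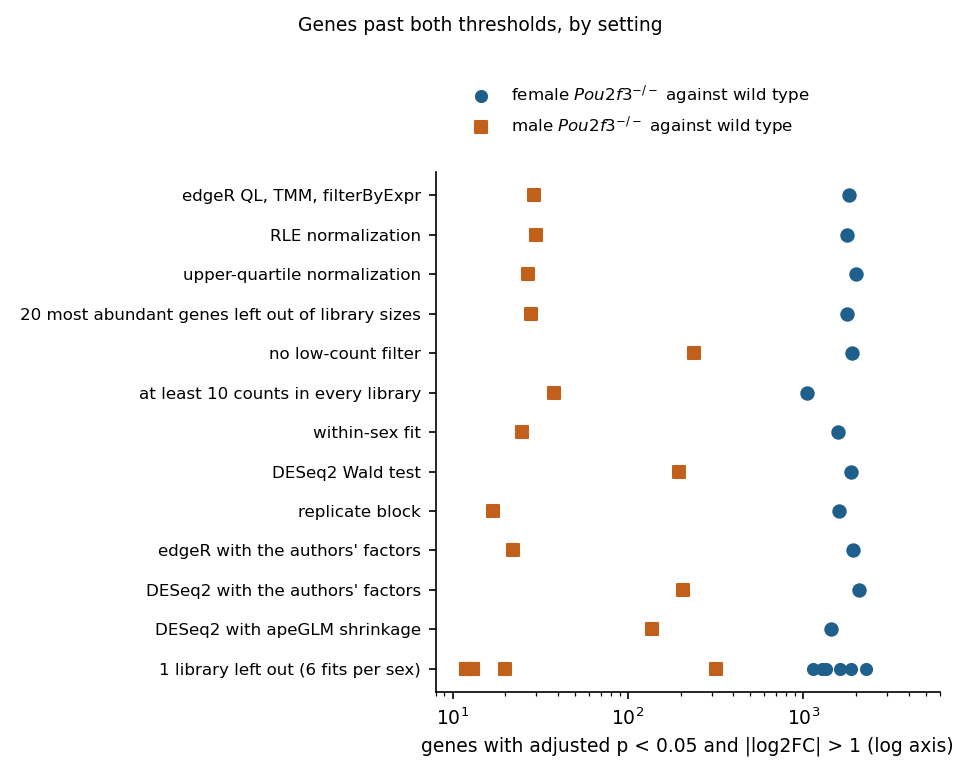
Number of genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 (log axis) in females (circles) and males (squares), for the setting of the text at the top and each alternative below; the last line holds the 6 fits per sex that each left out 1 library. The female numbers lie between 1051 and 2266, and the male numbers between 12 and 316.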

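Whether a genotype difference itself differs between the sexes was tested by an interaction contrast in the same model. For 4604 genes this contrast had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). The absolute log2 fold change was larger in females for 4236 of them, and the signs were opposite in the sexes for 3667. Of these genes, 4126 were DEGs in females and 16 in males. Leaving out 1 mouse gave 2384 (without male wild-type replicate 1) to 5562 genes, with 2898 without male wild-type replicate 3 and 2984 without male knockout replicate 3. When genotype labels were exchanged within each sex, 5 of 100 arrangements, the real one included, gave as many genes. Over all tested genes, the median absolute log2 fold change was 0.43 in females and 0.17 in males, while the median SD between mice of a group was 0.23 and 0.22. The major urinary protein gene *Mup5* (ENSMUSG00000058523.3, chromosome 4, 61749556 to 61753470) had 4486 ± 696 normalized counts in knockout and 36046 ± 4443 in wild-type females. Its log2 fold change was −3.01 in females (SE 0.27, edgeR, Benjamini-Hochberg adjusted p = 5.8e-05) and 0.18 in males (SE 0.25, adjusted p = 0.85 from the same test and adjustment). The interaction was −3.19 (SE 0.36, edgeR, Benjamini-Hochberg adjusted p = 0.0025). From the larger number of DEGs in females and the smaller number in males, the paper concludes that an imbalance of transcription, specific to sex and greater in females, is associated with the loss of TCs.

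**Figure D3:**
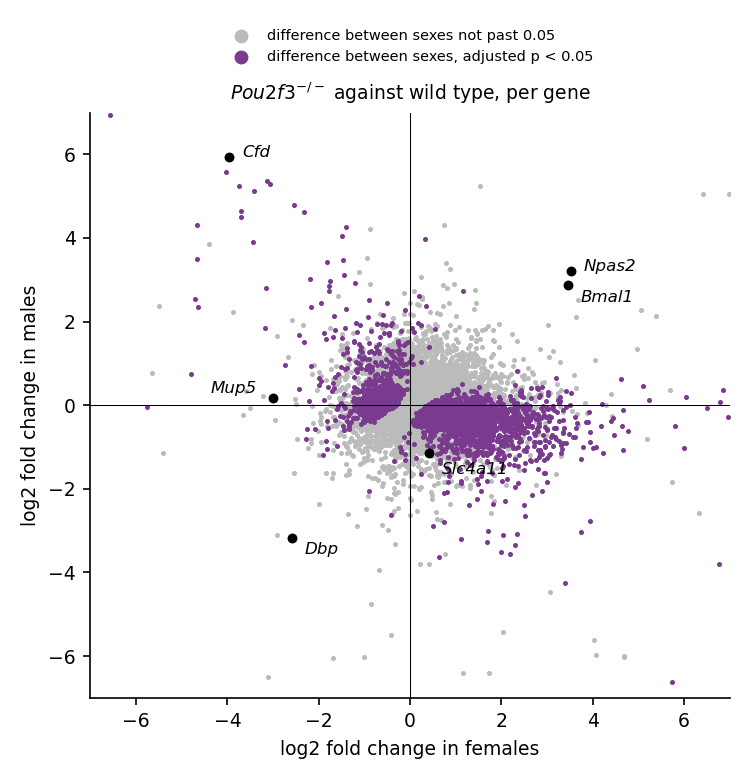
Log2 fold change of knockout against wild type in males (y axis) against females (x axis), 1 point per tested gene; 44 genes beyond ±7 on an axis are not drawn. Most points spread along the female axis. The labelled clock genes *Bmal1*, *Npas2* and *Dbp* lie far from 0 in both sexes, and *Mup5* in females.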

Finally, to gain insights into the biological relevance of the global transcriptomic differences, we performed pathway analysis based on DEGs with padj < 0.05 and |log_2_ fold-change| > 1 on SMGs from C57BL/6J and C57BL/6J-*Pou2f3*^-/-^ female and male mice. As shown in Figure 2C, pathway analysis revealed a marked sex bias, where in SMG from C57BL/6J-*Pou2f3*^-/-^ female mice, pathways predominantly reflected down-regulation of translational/secretory and metabolic programs. In contrast, in SMGs from C57BL/6J-*Pou2f3*^-/-^ male mice, several up-regulated pathways included O-linked glycosylation, inflammatory and extracellular matrix-related signaling (Tables S1 and S2). Together, these findings indicate that TC loss is associated with sex-specific transcriptional remodeling of mouse SMG.

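Gene lists for the translational and secretory programs were tested as sets by limma's camera test with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 26 list tests. The 81 cytosolic ribosomal protein genes had a median log2 fold change of −0.67 in females (camera, Benjamini-Hochberg adjusted p = 1.9e-22). Of these genes, 80 were lower in knockout females, 73 were DEGs over all genes tested and 75 when adjusted over the list alone, and for 75 the 3 knockout libraries did not overlap the 3 wild-type libraries, which chance gives for 10% of genes. The median ranged from −0.83 to −0.59 with 1 mouse left out and reached −0.84 with the authors' normalization, an alternative chosen after seeing the data. Coding genes drawn to match these genes in transcript length and mean count also fell in females, with a median over 10000 such lists of −0.57 (95% of lists between −0.67 and −0.49), and 232 of the 10000 lists were as low as the ribosomal protein genes. In males the median of the ribosomal protein genes was 0.10 (camera, Benjamini-Hochberg adjusted p = 1.1e-04), with 69 of 81 genes higher, 0 DEGs over all genes and 1 when adjusted over the list alone. It moved to 0.030 and 0.035 without wild-type replicate 1 and 3, where the call was lost, and to 0.26 without wild-type replicate 2. The interaction of sex and genotype for this list was −0.75 (camera, Benjamini-Hochberg adjusted p = 4.3e-24). The list called translation factor genes was taken by symbol: Eif or Eef followed by a number, with *Etf1* and *Gspt1*. Genes that regulate these factors carry such symbols too, so that the list is not of factors only. It also holds *Eif2s3y* on chromosome Y, which had a count of 0 in every female library. The 70 genes of this list had a median of −0.60 in females (camera, Benjamini-Hochberg adjusted p = 6.1e-15). Of these, 54 were DEGs, 50 of them lower and 4 higher, and 57 were DEGs when adjusted over the list alone. For the 20 tested genes of the signal recognition particle (SRP) and the translocon, which carry secretory proteins into the endoplasmic reticulum, the median was −0.80 in females (camera, Benjamini-Hochberg adjusted p = 1.4e-12), and all 20 were lower, 19 of them as DEGs over all genes and 19 when adjusted over the list alone. With limma's fry test, the female calls of these lists and the interaction held and the male ribosomal protein call did not. With the correlation estimated from the data in camera, none of the calls of these 3 lists held.

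**Figure D4:**
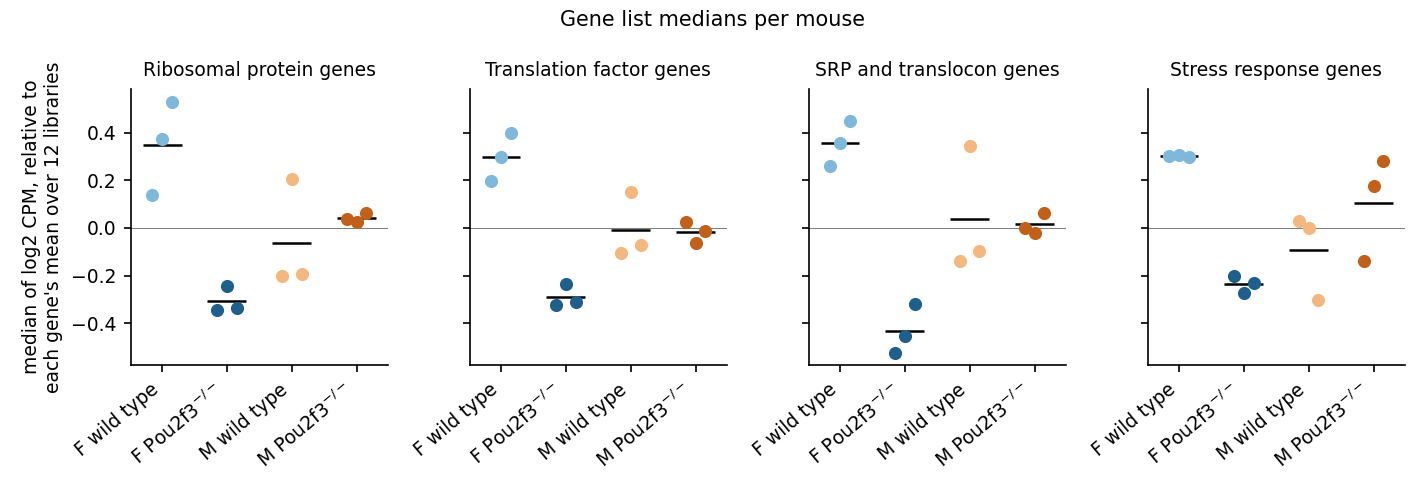
Median over a gene list of log2 CPM relative to each gene's mean over the 12 libraries (y axis), for each mouse by sex (F, M) and genotype; horizontal lines are group means. In each of the 4 lists the 3 knockout females lie below the 3 wild-type females, and the male groups overlap.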

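Table S2 lists 18 genes for the cytokine storm, granulocyte adhesion, fibrin clot, O-linked glycosylation and extracellular matrix pathways in males. Their log2 fold changes ran from −1.40 to 2.80, apart from *Adamts16*, whose wild-type counts were at the detection limit. In knockout males, 17 of the 18 were higher and 1, *Muc20*, was lower. Over all genes tested, 4 of the 18 were DEGs (edgeR, Benjamini-Hochberg adjusted p from 0.0024 to 0.22 over the 18). All 18 passed when adjusted over the list alone, which is no independent evidence, since the study chose the genes on these libraries. The number over all genes was 13 without knockout replicate 1, 1 or 2 without any 1 of the 5 other male mice, and 12 with DESeq2's Wald test. In 15 of the 18 genes the lowest normalized count among the knockout males was that of replicate 1.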

### 3.3. Tuft Cell Absence Impairs Submandibular Morphology

Having defined sex-specific transcriptomic signatures of tissue remodeling and inflammation in the SMG of C57BL/6J-*Pou2f3*^-/-^ female and male mice, we next examined gland architecture by routine histology. As shown in Figure 3, histological analysis indicated that SMGs from both female and male C57BL/6J-*Pou2f3*^-/-^ mice showed marked structural abnormalities compared with wild-type controls, including ductal and acinar disorganization as well as the presence of interstitial inflammatory cell aggregates. These changes were absent in wild-type mice. Together, these observations indicate that TC loss is associated with architectural disruption of SMGs in both female and male mouse SMGs.

### 3.4. Tuft Cell Loss Alters Saliva Quantity and Quality

Next, we investigated the impact of TC loss on SG function by analyzing saliva quantity and quality from wild-type and C57BL/6J-*Pou2f3*^-/-^ mice. Specifically, female and male C57BL/6J-*Pou2f3*^-/-^ mice secreted significantly more saliva than their wild-type counterparts, revealing a hypersecretion phenotype (Figure 4A). Then, saliva sample validation for proteomic analysis indicated adequate protein yield, broad coverage and reproducibility (Figure A1). Remarkably, our results demonstrate that unsupervised hierarchical clustering of the top 50 differentially abundant proteins for each sex distinctly separated C57BL/6J from C57BL/6J-*Pou2f3*^-/-^ saliva samples, indicating a robust genotype-driven salivary proteomic signature (Figure 4B). Moreover, differential abundance analysis (limma; nominal *p* < 0.05 and |fold change| ≥ 1.4; see Methods) revealed sex-divergent remodeling of saliva composition, where female C57BL/6J-*Pou2f3*^-/-^ saliva displayed 17 up-regulated and 75 down-regulated proteins compared to C57BL/6J, whereas male C57BL/6J-*Pou2f3*^-/-^ saliva showed the opposite pattern with 39 up-regulated and 16 down-regulated proteins compared to C57BL/6J (Figure 4C). Together, these data establish that TC loss is associated with saliva hypersecretion and sex-divergent proteomic remodeling.

Finally, to assess whether differentially abundant proteins in saliva from C57BL/6J-*Pou2f3*^-/-^ female mice represented functionally connected modules, the 50 most significantly altered proteins (including both increased and decreased proteins) were subjected to STRING protein–protein interaction analysis. As shown in Figure 4D, network analysis of the proteins revealed two dominant interaction modules: a protease-centered cluster enriched for kallikrein family members (e.g., Klk1b1, Klk1b4 and Klk1b9) and an epithelial structural cluster containing keratin/keratin-associated proteins (e.g., Krt33a, Krt33b, Krtap6-5). Furthermore, smaller paired clusters were observed, including secretory-associated chain (i.e., Prss2, Gp2, Tff2, and Agr2), hemoglobin subunits (i.e., Hba-a2 and Hbb-bs) and an interferon-associated pair (i.e., Gbp2 and Nmi), along with several additional proteins that remained weakly connected or isolated under the applied STRING parameters. In contrast, in C57BL/6J-*Pou2f3*^-/-^ male saliva we observed a dominant secretory/mucosal module (Dmbt1, Gp2, Tff2, and Zg16) that is functionally connected to a lipid-handling cluster including Lipf, Lpin3, and Plpp1. Smaller connected groups were also observed, including an antimicrobial/epithelial-associated chain linking Lyz1, Napsa, and Scgb1a1, whereas several remaining proteins were weakly connected or isolated under the applied STRING parameters. Together, these STRING networks suggest that TC loss reshapes the salivary proteome into sex-specific and coordinated protein modules.

### 3.5. Tuft Cell Numbers Are Altered and Associate with Disease Features in Sjögren’s

Previous studies demonstrated that the number of TCs is altered in inflammatory diseases of the human intestine and airway epithelium [56,57]. Therefore, we investigated whether their abundance is altered in SjD, a systemic autoimmune disorder that damages salivary and lacrimal glands, leading to chronic sicca symptoms (hyposalivation and keratoconjunctivitis sicca) [58,59,60,61]. For this purpose, we studied two groups: patients with SjD defined by the 2016 ACR/EULAR classification criteria [42] and nSjD patients with sicca symptoms (e.g., dry mouth and dry eyes) who did not fulfill these criteria. Overall demographic, clinical, and histopathological features are summarized in Table S3, with Figure S1 highlighting the marked difference in focus score distribution between groups: the SjD group had a mean, median, and range of 3.03, 2.90, and 1.06–7.06, respectively, whereas the nSjD group had corresponding values of 0.48, 0.60, and 0.00–0.94. Then, we quantified TCs in minor SGs from these two groups and performed Poisson regression analysis to examine how TC counts per gland area were associated with clinical, serologic and histopathologic variables. As shown in Figure 5A and Table 1, TC numbers varied within and between groups. Notably, there were patients from both groups lacking TCs. Also, Figure 5B and Table A1 show how TC numbers associate with SjD clinico-serological and histologic features. Specifically, nSjD glands contained more TCs than SjD glands (RR = 1.12, 95% CI 1.02–1.23; *p* < 0.001). Additionally, reduced unstimulated whole salivary flow (≤0.1 mL·min^−1^) was associated with fewer TCs (RR = 0.82, 95% CI 0.75–0.89; *p* = 0.005). Serologically, anti-SSA/Ro-negative and ANA-negative patients had markedly higher TC counts (RR = 2.07, 95% CI 1.85–2.32 and RR = 3.27, 95% CI 2.86–3.73, respectively; both *p* < 0.001), whereas anti-SSB/La positivity was associated with substantially fewer TCs (RR = 0.38, 95% CI 0.33–0.44; *p* < 0.001). Moreover, rheumatoid factor positivity was not significantly associated with TC number (RR = 1.10, 95% CI 0.99–1.21; *p* = 0.079). As for histopathological features, a focus score <1 was associated with slightly higher TC counts (RR = 1.12, 95% CI 1.02–1.23; *p* = 0.018), while the presence of germinal centers corresponded to a pronounced reduction in TC numbers (RR = 0.19, 95% CI 0.15–0.24; *p* < 0.001). Additionally, glands without lymphoepithelial lesions or acinar atrophy had fewer TCs than those in which these lesions were present (RR = 0.60, 95% CI 0.54–0.67 and RR = 0.69, 95% CI 0.62–0.76, respectively; both *p* < 0.001). In contrast, the presence of acinar dilatation, fibrosis and adipose replacement was associated with higher TC counts (RR = 1.35, 1.66, and 1.73, respectively; all *p* ≤ 0.001), whereas absence of ductal dilatation was linked to fewer TCs (RR = 0.76, 95% CI 0.69–0.83; *p* < 0.001). The overall explanatory power (pseudo-R^2^) of the models ranged from 0.38 to 0.47. Together, these findings indicate that TC counts differed between the nSjD and SjD groups and were associated with key clinical, serologic, and histopathologic features relevant to SjD.

## 4. Discussion

TCs are rare chemosensory epithelial cells well characterized in several epithelia (e.g., intestine and airways), but their relevance in SGs has remained unclear. First, we define the ultrastructural features of TCs in female and male submandibular glands. Next, by integrating transcriptomic, morphologic and functional assays, we show that TC loss is associated with altered key signaling pathways, tissue architecture and secretory function in mouse SMGs. Finally, in minor human SGs, TCs are rare, and their abundance differs between SjD and nSjD groups and associates with clinical, serologic and histopathologic parameters across the SjD spectrum. Together, these multi-layered datasets support the fact that TCs are linked to SG integrity and dysfunction in both mouse and human species.

Our results indicate that TCs are rare ductal cells in both female and male mouse SMG and show fine structure similar to their counterparts in other organs, including apical microvilli, a prominent tubulo-vesicular system and lateral plasma-membrane projections (i.e., cytospinules) [33,62,63,64,65,66]. Notably, TCs are difficult to detect by TEM because they are rare; their shape varies with the plane of section and their diagonal orientation within the epithelium hinders visualization of the entire cell in a single micrograph [63,67], which likely contributes to their under-recognition in both mouse and human SG ultrastructural studies. Together, these findings confirm the presence of TCs in both female and male mouse SMGs.

Bulk RNA-seq revealed that TC loss is associated with sex-divergent transcriptional reprogramming in mouse SMGs. Specifically, SMGs from C57BL/6J-*Pou2f3^-/-^* female mice exhibited thousands of differentially expressed genes, whereas male glands showed fewer, but largely non-overlapping changes compared with their respective wild-type controls. 

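Of the DEGs above the fold change limit in either sex, 13 were shared, all changed in the same direction, and 2.94 would be shared by chance. Besides *Bmal1*, *Npas2*, *Dbp*, *Tef*, *Per2*, *Hlf* and *Ciart*, which are in the lists of clock genes, they were *Col5a3*, *Spon2*, *Arhgap20*, *Sphkap*, *Aldh1a7* and *Tspan4*. Whether any of the latter also follows the clock was not tested. *Arhgap20* lies within 10 Mb of *Pou2f3* on chromosome 9. Without the fold change limit, 29 of the male DEGs were also DEGs in females, 28 of them in the same direction. The lists of clock genes held 13 of the male DEGs. With the fold change limit, the number shared was 46 instead of 13 without male knockout replicate 1, of which 27 changed in the same direction, and 8 without male knockout replicate 2. Without a low-count filter it was 52, of which 23 changed in the same direction, and with DESeq2's Wald test 33, of which 19 did.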

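A list of 14 genes of the integrated stress response held *Atf4*, *Asns*, *Chac1*, *Trib3*, *Ddit3* and others. In knockout females their median log2 fold change was −0.61 (camera, Benjamini-Hochberg adjusted p = 3.6e-04), a call that also held under fry and with an estimated correlation. Of the 14 genes, 11 were lower and 3 higher. All 9 that were DEGs over all genes tested were lower, 9 were DEGs when adjusted over the list alone, and for 9 the groups did not overlap, against 10% by chance. The median stayed between −0.73 and −0.62 with 1 female mouse left out. *Atf4* (ENSMUSG00000042406.9, chromosome 15, 80139372 to 80141745) had 2917 ± 115 normalized counts in knockout and 4079 ± 150 in wild-type females (log2 fold change −0.48, SE 0.10, edgeR, Benjamini-Hochberg adjusted p = 0.0034). *Asns*, a target of ATF4, had 4595 ± 379 and 9505 ± 792, a log2 fold change of −1.05. *Ddit3* had a log2 fold change of 0.42 (SE 0.31, edgeR, Benjamini-Hochberg adjusted p = 0.31), within the spread between mice.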

In SMGs from female C57BL/6J-*Pou2f3^-/-^*, pathway analysis highlighted inhibition of translation and ribosome-associated pathways together with stress-sensing modules such as EIF2 signaling, consistent with dysregulation of protein synthesis and activation of the integrated stress response. Furthermore, inhibition of the insulin secretion pathway suggests that TC loss may impact SMG hormonal signaling. Moreover, dysregulation in the protein kinase A signaling pathway suggests a direct impact in saliva composition, since this molecule is directly involved in the exocytosis of protein storage granules and release of protein into saliva [68]. Also, inhibition of the G alpha (12/13) signaling pathway, which is a regulator of actin cytoskeletal and tight junction assembly [69,70,71], could link TC loss to epithelial architecture disruption. Finally, inhibition of the ROBO receptor signaling pathway could also affect SMG organization since this network is a key regulator of axon guidance [72] and epithelial branching morphogenesis [73,74]. In contrast, in SMGs from C57BL/6J-*Pou2f3^-/-^* male mice, the dominant transcriptional changes involved inflammatory, coagulation, O-linked glycosylation, and extracellular-matrix remodeling pathways and neuroendocrine signaling modules. In particular, activation of granulocyte adhesion, cytokine-storm and fibrin-clot signatures indicates heightened pro-inflammatory, pro-thrombotic and remodeling programs [75,76,77,78], while activation of serotonin receptor signaling pathways indicates altered serotonin-related signaling, a pathway previously shown to modulate salivary flow and protein content in rodent SGs [79,80,81]. Furthermore, enrichment of extracellular matrix degradation and altered cell adhesion pathways suggests that TC loss impacts on tissue remodeling and epithelial integrity. 

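Table S2 lists *C3*, *Ccl6*, *Ccl8*, *Ccl9*, *Ccl22*, *Il1r2*, *Nlrp3*, *Pf4*, *Tlr5* and *Col5a3* for the cytokine storm pathway, several of the same genes for granulocyte adhesion, and *F13a1*, *Pf4* and *Thbd* for the fibrin clot. *Col5a3* (ENSMUSG00000004098.8, chromosome 9, 20681337 to 20726418) had 652 ± 168 normalized counts in knockout and 186 ± 3.05 in wild-type males (log2 fold change 1.81, SE 0.21, edgeR, Benjamini-Hochberg adjusted p = 0.0024), and it remained a DEG without any 1 mouse. Complement *C3* (ENSMUSG00000024164.16, chromosome 17, 57510964 to 57535155) had 2728 ± 1020 and 940 ± 172 normalized counts, and its log2 fold change of 1.54 did not pass the threshold (SE 0.30, edgeR, Benjamini-Hochberg adjusted p = 0.072). The log2 fold changes of the chemokine genes *Ccl6* (1.93), *Ccl8* (1.96), *Ccl9* (1.73) and *Ccl22* (1.34) and of *Pf4* (1.52), *F13a1* (1.48) and *Thbd* (1.03) were also positive and did not pass it, nor did those of *Il1r2* (1.78), *Nlrp3* (1.30) and *Tlr5* (1.01). The groups overlapped for *Ccl9*. Without knockout replicate 1, *C3*, the 4 chemokine genes, *Pf4*, *F13a1* and *Thbd* were DEGs, whereas *Il1r2*, *Nlrp3* and *Tlr5* were not. The fold changes of *C3*, *Ccl6*, *Ccl8*, *Ccl9*, *Pf4*, *F13a1* and *Thbd* differed between the sexes, with interactions of −1.80, −2.66, −3.13, −2.19, −1.57, −1.56 and −1.07 (edgeR, Benjamini-Hochberg adjusted p from 0.0048 to 0.035). Adipocyte genes were highest in male knockout replicates 2 and 3 and female wild-type replicate 3, with a median log2 CPM of 2.51 to 3.10. It was at most 0.26 in the other libraries. Fat tissue in those glands could give interactions of the same sign, and it was not told apart from a sex-dependent response for these genes. Among the genes that Table S2 lists for serotonin receptor signaling, *Rhoj* (ENSMUSG00000046768.14, chromosome 12, 75354837 to 75451107) had 767 ± 256 and 294 ± 30.6 normalized counts (log2 fold change 1.39, SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.013). It was no longer a DEG without wild-type replicate 1 or 3.

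**Figure D5:**
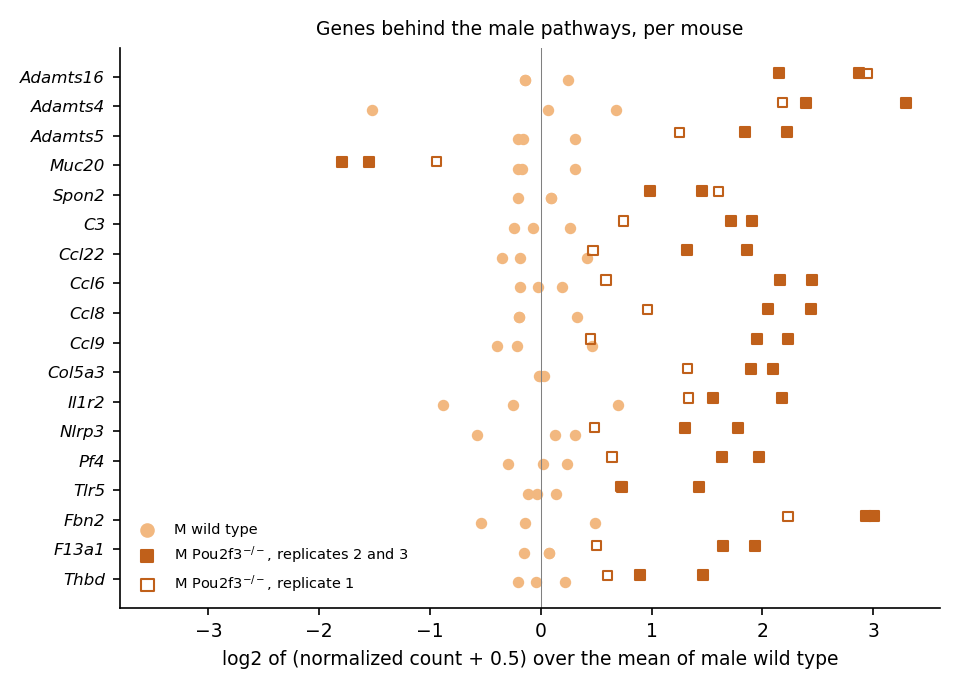
Log2 of the normalized count plus 0.5 over the mean of wild-type males (x axis) for the genes behind the male pathways; each point is 1 mouse, circles are wild type, filled squares knockout replicates 2 and 3, and open squares knockout replicate 1. The open square is the lowest of the 3 squares in 15 genes; in *Adamts16*, *Muc20* and *Spon2* it is not.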

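The genes behind the extracellular matrix pathway are *Adamts4*, *Adamts5*, *Adamts16* and *Fbn2* (Table S2), which encode secreted proteases of the matrix and fibrillin 2. *Adamts5* (ENSMUSG00000022894.7, chromosome 16, 85653061 to 85698716) had 1030 ± 332 normalized counts in knockout and 290.0 ± 60.2 in wild-type males (log2 fold change 1.83, SE 0.28, edgeR, Benjamini-Hochberg adjusted p = 0.017). The call was lost without knockout replicate 2 or 3, or wild-type replicate 1 or 3. *Fbn2* (ENSMUSG00000024598.10, chromosome 18, 58141695 to 58343645) had 100.3 ± 27.1 and 14.4 ± 5.47 (log2 fold change 2.80, SE 0.49, edgeR, Benjamini-Hochberg adjusted p = 0.037), and its call was lost in 5 of the 6 fits that left out a male mouse, all but the one without knockout replicate 1. *Adamts4* did not pass the threshold (log2 fold change 2.76, SE 0.55, edgeR, Benjamini-Hochberg adjusted p = 0.073), but did without knockout replicate 1. *Adamts16* had 3, 2 and 2 counts in the wild-type males, at the detection limit, and was at least 6.15-fold higher in knockout males (edgeR, Benjamini-Hochberg adjusted p = 0.11).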

Finally, activation of the O-linked glycosylation pathway suggests increased mucin-type O-glycosylation that could alter saliva viscosity and lubrication [82]. Together, these findings indicate that TC loss is associated with sex-specific dysregulation in mouse SMGs.

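Besides the *Adamts* genes, Table S2 lists *Spon2* and *Muc20* for O-linked glycosylation. The extracellular matrix protein gene *Spon2* (ENSMUSG00000037379.8, chromosome 5, 33353751 to 33378075) had 384 ± 81.3 normalized counts in knockout and 148 ± 17.2 in wild-type males (log2 fold change 1.37, SE 0.21, edgeR, Benjamini-Hochberg adjusted p = 0.017). This call was lost in 4 of the 6 fits that each left out 1 male mouse, those without knockout replicate 2 and without each wild-type replicate. *Spon2* rose in females as well, by a log2 fold change of 1.44, and the interaction was 0.07 (SE 0.31, edgeR, Benjamini-Hochberg adjusted p = 0.89). The mucin gene in the list, *Muc20*, was the gene that fell.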

To place these pathway-level changes in a physiologic context, we next examined representative DEGs with established roles in SG epithelial function (Table S4). 

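*Aqp5* (ENSMUSG00000044217.19, chromosome 15, 99488532 to 99492710) had 9009 ± 1068 normalized counts in knockout females and 17241 ± 2666 in wild-type females, a log2 fold change of −0.94 (SE 0.16, edgeR, Benjamini-Hochberg adjusted p = 0.0011). *Sar1b* (ENSMUSG00000020386.6, chromosome 11, 51646771 to 51682780) had 1463 ± 246 and 2898 ± 322 normalized counts (log2 fold change −0.99, SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.0023). *Arf4* (ENSMUSG00000021877.13, chromosome 14, 26359168 to 26386239) had 7265 ± 661 and 13740 ± 812 (log2 fold change −0.92, SE 0.13, edgeR, Benjamini-Hochberg adjusted p = 4.0e-04). *Pip* (ENSMUSG00000058499.10, chromosome 6, 41824469 to 41828999) had 269056 ± 18089 and 550555 ± 133511 (log2 fold change −1.03, SE 0.23, edgeR, Benjamini-Hochberg adjusted p = 0.0046). *Rpl5* (ENSMUSG00000058558.13, chromosome 5, 108048367 to 108058471) had 2194 ± 676 and 6297 ± 554 (log2 fold change −1.52, SE 0.22, edgeR, Benjamini-Hochberg adjusted p = 4.6e-04), and *Rps14* (ENSMUSG00000024608.12, chromosome 18, 60880152 to 60911630) had 6311 ± 1024 and 13373 ± 2131 (log2 fold change −1.08, SE 0.21, edgeR, Benjamini-Hochberg adjusted p = 0.0017). In each of these 6 genes the 3 knockout females lay below the 3 wild-type females, and each remained a DEG without any 1 female mouse. The log2 fold change differed between the sexes for *Sar1b* (interaction −1.10), *Arf4* (−0.99), *Rpl5* (−1.58) and *Rps14* (−1.22), with edgeR's Benjamini-Hochberg adjusted p between 0.0048 and 0.015. It was not shown to differ for *Aqp5* (interaction −0.41, adjusted p = 0.20) or *Pip* (−0.76, adjusted p = 0.10; edgeR, Benjamini-Hochberg).

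**Figure D6:**
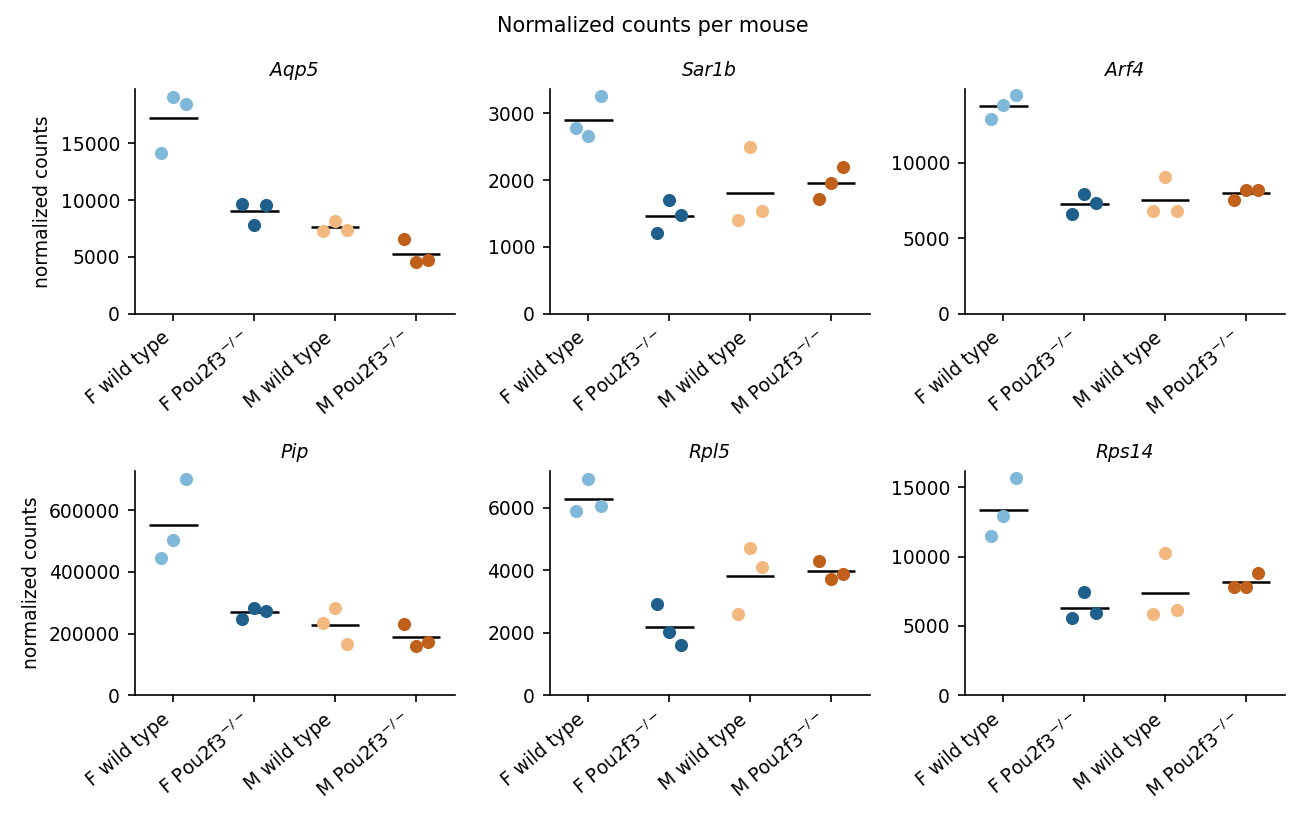
Normalized counts (y axis, from 0) of 6 genes in the SMGs of female wild-type and knockout mice; each point is 1 of 3 mice per group and each horizontal line a group mean. In each gene the 3 knockout mice lie below the 3 wild-type mice.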

In female C57BL/6J-*Pou2f3^-/-^* SMGs, the down-regulation of aquaporin water channels [83] (e.g., *Aqp5*), secretory trafficking components (e.g., *Sar1b* and *Arf4*), salivary-associated proteins [84,85] (e.g., *Pip*), and a broad cluster of ribosomal subunits and translation factors (e.g., *Rpl5* and *Rps14*) is consistent with impaired acinar secretory differentiation and biosynthetic capacity. This conclusion is further supported by the ectopic up-regulation of *Muc2*, a mucin more classically associated with intestinal goblet cells [86]. 

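*Muc2* (ENSMUSG00000025515.17, chromosome 7, 141276583 to 141308430) had counts of 0, 2 and 1 in wild-type females, all at or under the detection limit, and of 6, 219 and 14 in knockout females. The mean of the knockout females was at least 20.1-fold higher than this limit and the median at least 4.42-fold higher, so that the size of the difference rests on knockout replicate 2. The difference was past the threshold (edgeR, Benjamini-Hochberg adjusted p = 0.0090), but the adjusted p was above 0.05 without that mouse. In males the counts were 14, 16 and 11 in wild type and 17, 0 and 8 in knockout.

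**Figure D7:**
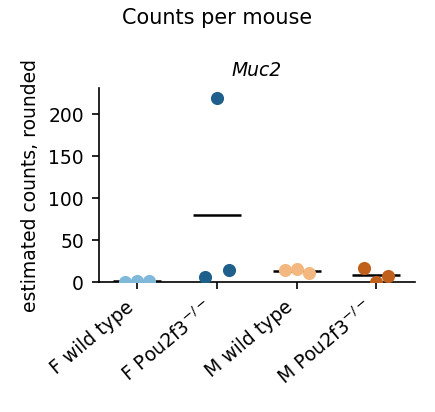
Estimated counts of *Muc2*, rounded to whole numbers (y axis), in each of the 12 mice by sex and genotype. Knockout female replicate 2 stands at 219 counts, and the 11 other mice have between 0 and 17.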

In male C57BL/6J-*Pou2f3^-/-^* SMGs, TC loss was associated with down-regulation of ion transport genes linked to ductal fluid and electrolyte secretion [87,88], including *Slc4a11* and *Ano4*, together with reduced expression of *Muc20*, a mucin that is detected in mouse SMGs [89]. 

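*Slc4a11* (ENSMUSG00000074796.11, chromosome 2, 130526028 to 130539898) had 613 ± 120 normalized counts in knockout and 1354 ± 154.6 in wild-type males, a log2 fold change of −1.14 (SE 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.0038), which stayed between −1.30 and −1.03 with 1 male mouse left out. In females its log2 fold change was 0.41, and the interaction was 1.56 (SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.0027). *Ano4* (ENSMUSG00000035189.18, chromosome 10, 88784789 to 89181063) had 28.2 ± 9.04 and 72.8 ± 27.1 normalized counts in males. Its log2 fold change of −1.37 did not pass the threshold (SE 0.33, edgeR, Benjamini-Hochberg adjusted p = 0.12), but did without knockout replicate 1. In females *Ano4* was up-regulated, by 1.24 on the log2 scale, and the interaction was 2.61 (SE 0.46, edgeR, Benjamini-Hochberg adjusted p = 0.0043). *Muc20* (ENSMUSG00000035638.15, chromosome 16, 32597793 to 32617831) had 16.2 ± 5.29 and 43.1 ± 9.15 normalized counts in males (log2 fold change −1.40, SE 0.40, edgeR, Benjamini-Hochberg adjusted p = 0.19), and its interaction was 1.48 (SE 0.56, edgeR, Benjamini-Hochberg adjusted p = 0.069). For each of the 3 genes the knockout males lay below the wild-type males.

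**Figure D8:**
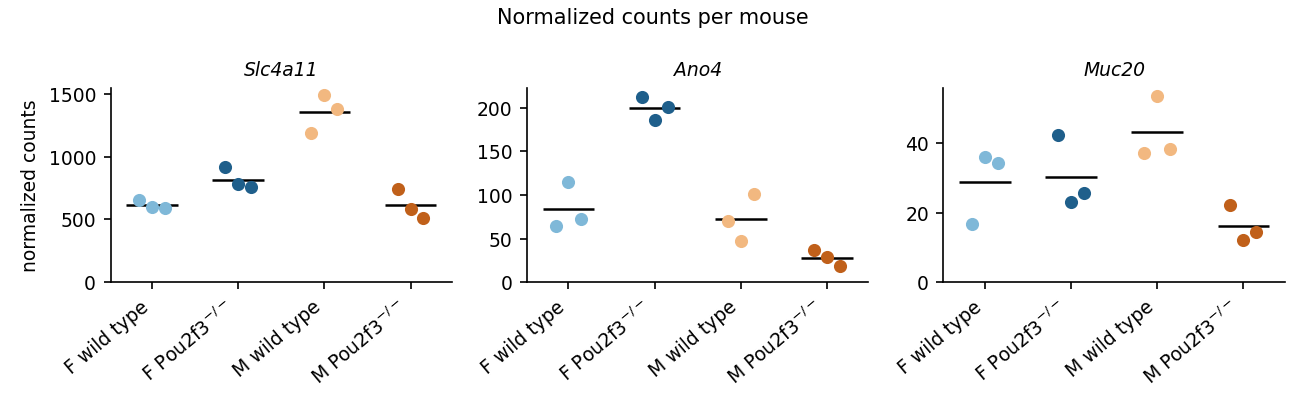
Normalized counts (y axis, from 0) of *Slc4a11*, *Ano4* and *Muc20* in the SMGs of male wild-type and knockout mice; each point is 1 of 3 mice per group and each horizontal line a group mean. In each gene the 3 knockout mice lie below the 3 wild-type mice.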

Notably, these transcriptional changes in female and male C57BL/6J-*Pou2f3^-/-^* SMGs occurred despite saliva hypersecretion, raising the possibility that increased saliva output reflects abnormal fluid handling rather than enhanced physiologic secretory activity.

Functionally, previous studies have shown that TCs regulate epithelial secretion in other organs. For instance, in mouse intestine and trachea, TCs regulate fluid secretion by releasing acetylcholine onto neighboring epithelial cells, which activates Cl^−^ channels to drive chloride and water secretion into the lumen [90,91]. Moreover, TCs reprogram other epithelial cells to modify antimicrobial protein secretion in the small intestine [92]. These observations across mucosal organs support a broader role for TCs as key modulators of epithelial secretory programs. In SGs, our findings demonstrate that TC loss is associated with saliva quantity and quality dysregulation. Specifically, saliva flow rates from female and male C57BL/6J-*Pou2f3^-/-^* mice were altered when compared with wild-type controls and saliva proteomics revealed sex-divergent changes in protein composition. Together, TC loss is associated with alterations in saliva quantity and quality in a sex-specific manner and further studies are warranted to determine how these changes impact oral cavity integrity.

Prior work has shown that TCs are rare epithelial cells in human SGs [37,39]. In SG disease, previous studies showed that TCs are enriched in benign neoplasms such as Warthin tumors and pleomorphic adenomas, whereas malignant tumors contain only scattered TCs [39]. Moreover, TCs in Warthin tumors show higher levels of hematopoietic prostaglandin D synthase and produce more prostaglandin D_2_ (PGD_2)_ when compared with TCs in healthy striated ducts, suggesting that the PGD_2_ released from TCs may be associated with the pathogenesis of this neoplasia [40]. More recently, Zhang et al. reported that DCLK1^+^ cells with TC features are prominent in ducts in minor SGs from SjD patients compared to labial cyst controls, with particularly strong DCLK1 and IL-25 signals in dilated ducts adjacent to lymphoid foci and evidence of DCLK1–IL-25 colocalization [93]. In contrast, TC numbers were heterogeneous in our human minor SG cohort, ranging from biopsies with high counts to samples lacking detectable cells. Moreover, our data indicate that TC numbers in human minor SGs shift with the presence and severity of glandular injury and autoimmunity, although it remains unclear whether these changes contribute to or simply reflect salivary gland pathology. Importantly, differences across our findings and Zhang’s may reflect: (a) non-equivalent comparators (nSjD vs. labial gland cyst as controls), (b) marker of choice (POU2F3, a TC-lineage regulator, versus DCLK1, which is considered to be a reliable TC marker in rodents, but not in humans [93,94,95], and (c) measurement approaches (we used area-normalized TC counts, whereas Zhang et al. report DCLK1^+^ staining patterns without clearly stating an area-normalized density metric). These discrepancies highlight the need for larger, well-stratified cohorts with standardized markers and quantification. Finally, TC numbers are also altered in other inflammatory conditions. For instance, in the intestine from human patients with Crohn’s disease and from a Crohn’s-like disease mouse model, TCs are significantly reduced when compared with non-disease controls [56]. In contrast, in human chronic rhinosinusitis, TC numbers are increased in nasal polyp tissue compared with adjacent non-polypoid sinonasal mucosa [57]. Together, these findings indicate that TC numbers are altered in human SG inflammation, a pattern we also observed in minor SGs from our SjD patients. Therefore, mechanistic studies are warranted to determine whether TCs are the cause or consequence of the autoimmune environment in SG inflammation.

This study has limitations that should be acknowledged. First, we used a global *Pou2f3* knockout, which eliminates TCs in multiple organs and may introduce systemic effects. Thus, salivary-specific conditional deletion will be essential to dissect local versus systemic contributions. Second, our transcriptomic and proteomic analyses are descriptive and targeted functional experiments will be required to pinpoint the critical TC-dependent pathways. Third, our minor SG samples were drawn from SjD patients with focus scores ranging from 1.06 to 7.06; however, the heterogeneity of disease severity in this limited cohort restricts our ability to relate our data to disease activity and progression. Therefore, a systematic evaluation of TCs in healthy minor SGs and in larger SjD cohorts, with samples stratified by focus score, is warranted to determine how TC numbers track with disease activity and progression.

## 5. Conclusions

In summary, our data suggest that TCs are conserved epithelial sentinels for SG integrity in mice and humans. In mouse SMGs, TC loss is associated with sex-specific transcriptomic, architectural and functional remodeling, whereas in human SGs TC numbers correlate with key clinical, serologic and histopathologic features of SjD. Together, these findings bring three central questions into focus: How do TCs modulate saliva secretion? Are changes in TC numbers a driver or a consequence of SG autoimmune injury? Can TC signaling pathways be targeted to restore secretory function and reduce inflammation? Therefore, addressing these questions in future studies will be essential to translate TC biology into next-generation diagnostic and therapeutic strategies for SG disorders.

## Figures and Tables

**Figure 1:**
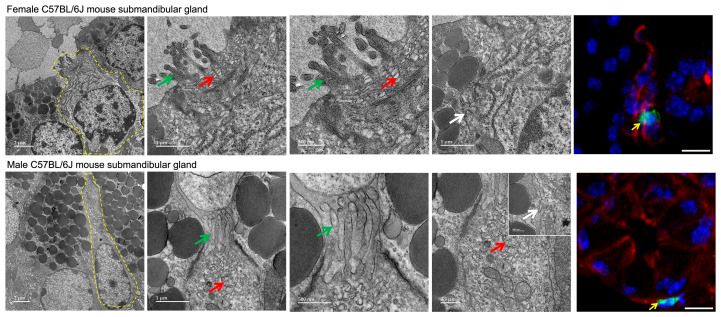
Fine structure of TC in 8 wk female and male C57BL/6J mouse SMGs. Shown are transmission electron micrographs of TCs in female and male C57BL/6J mice SMG at 8 weeks. The higher-magnification TEM panels show enlarged views of regions from the adjacent lower-magnification images. Yellow dotted lines indicate TCs. Green arrows denote characteristic apical microvilli, red arrows indicate apical vesicles and white arrows indicate lateral projections (i.e., cytospinules). Images are representative of two mice per group. POU2F3 (TC marker, green color) and KRT8 (ductal marker, red color) staining show TC (yellow arrows) in ducts. Images are representative of 3 mice per group. Scale bars = 10 µm.

**Figure 2:**
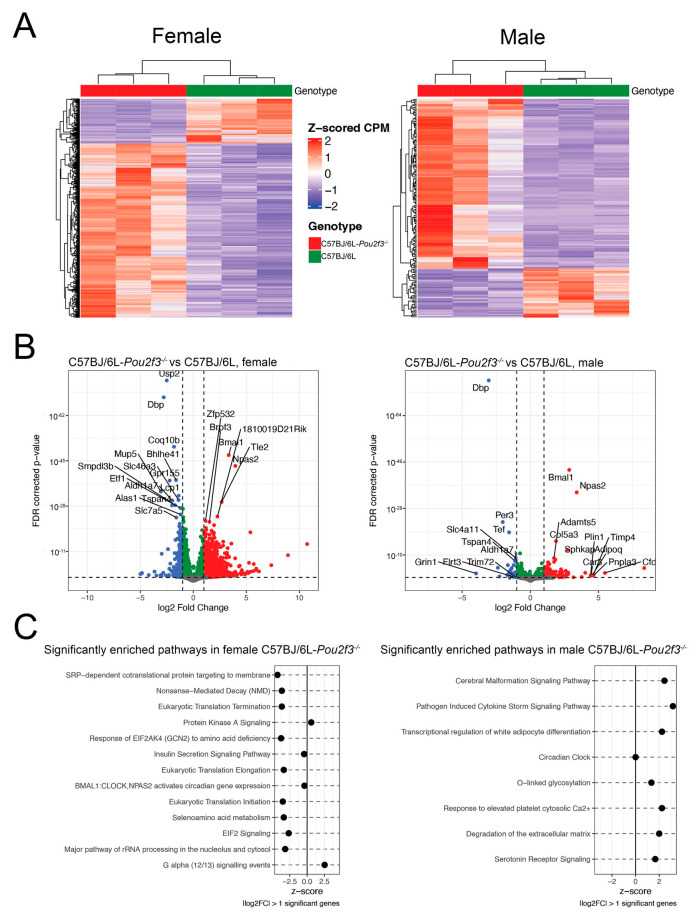
Bulk RNA-seq of SMG reveals sex-specific transcriptional reprogramming with TC loss. (**A**) Heatmaps of differentially expressed genes in female and male C57BL/6J and C57BL/6J-*Pou2f3*^-/-^ mouse SMGs at 8 wks (DESeq2; padj < 0.05, |log_2_FC| > 1). Values are Z-scored CPM per gene; rows/columns hierarchically clustered; column color bars indicate genotype (green indicates wild-type and red indicates C57BL/6J-*Pou2f3*^-/-^ mice). (**B**) Volcano plots indicate up-regulated (red), down-regulated (blue) and significant, but not strongly up- or down-regulated (green) genes in SMG C57BL/6J-*Pou2f3*^-/-^ mice, compared to wild-type counterpart. Multiple testing controlled by Benjamini–Hochberg FDR. (**C**) IPA activation z-scores for the same contrasts, with dot size reflecting gene counts; positive z-score indicates predicted activation, negative z-score inhibition. Input sets were defined by DESeq2 (padj < 0.05, |log_2_FC| > 1); background = all expressed genes. n = 3 per sex per genotype (total n = 12); multiple testing controlled by Benjamini–Hochberg.

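Of the genes labelled in the female plot of Fig. 2B, all 20 were tested and were DEGs, with 6 higher and 14 lower in knockout females. In the male plot, 18 of the 20 labelled genes were tested, 10 of them higher and 8 lower. Of these 18, 11 were DEGs. The study chose the labelled genes on these libraries, so that these numbers are no independent evidence. Several labels are genes of the circadian clock. *Dbp* (ENSMUSG00000059824.13, chromosome 7, 45354512 to 45359627) had 872 ± 189 normalized counts in knockout and 5200 ± 958 in wild-type females (log2 fold change −2.58, SE 0.18, edgeR, Benjamini-Hochberg adjusted p = 7.2e-06) and 283 ± 53.8 and 2557 ± 114 in males (−3.17, SE 0.19, edgeR, Benjamini-Hochberg adjusted p = 6.4e-06). *Bmal1* (ENSMUSG00000055116.9, chromosome 7, 112806152 to 112914735) had 543 ± 90.1 and 49.6 ± 8.34 in females (log2 fold change 3.45, SE 0.21, edgeR, Benjamini-Hochberg adjusted p = 2.0e-06) and 512 ± 122 and 69.9 ± 5.30 in males (2.87, SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 1.4e-05). *Npas2* rose by 3.52 in females and 3.21 in males. *Per3* fell by 2.05 in males and by 0.91 in females, with an interaction of 1.14 (SE 0.28, edgeR, Benjamini-Hochberg adjusted p = 0.013). *Tef* fell by 1.41 in each sex. *Usp2* lies within 10 Mb of *Pou2f3*, and fell by 2.28 in females and 0.82 in males. In a list of 11 clock genes that peak with *Dbp*, the median log2 fold change was −1.41 in females (camera, Benjamini-Hochberg adjusted p = 9.4e-17) and −1.34 in males (camera, Benjamini-Hochberg adjusted p = 2.8e-60), and both calls held under fry and with an estimated correlation. Of the 11 genes, 5 are among those that the paper labels or lists from these libraries, so that these list tests are no independent evidence. In each sex 10 of the 11 were lower as DEGs, and *Per1* was not. Of 5 genes that peak with *Bmal1*, 3 (*Bmal1*, *Npas2* and *Nfil3*) were higher as DEGs in each sex, and *Clock* was higher but not past the threshold. The remaining gene, *Cry1*, was lower as a DEG in females and not past the threshold in males.

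**Figure D9:**
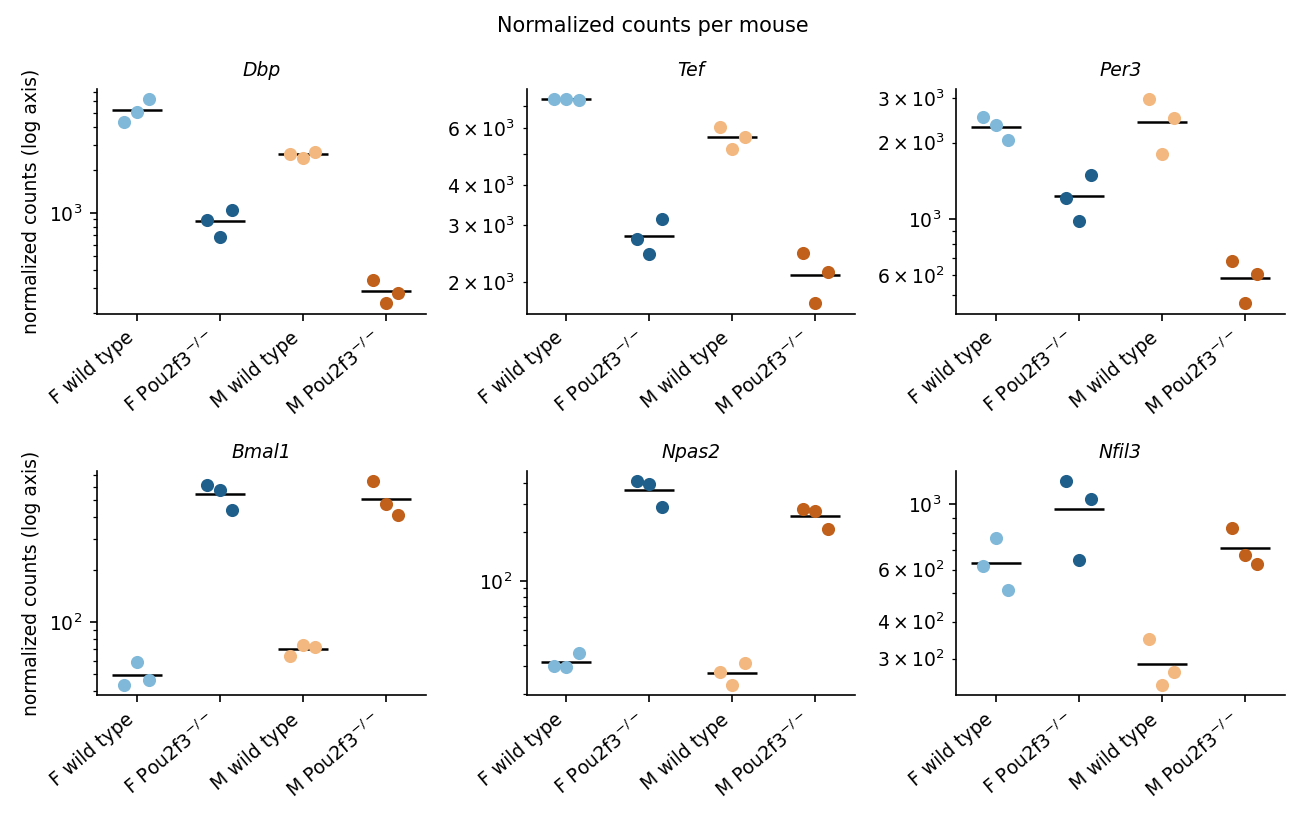
Normalized counts (y axis, log scale) of *Dbp*, *Tef*, *Per3*, *Bmal1*, *Npas2* and *Nfil3* in each of the 12 mice by sex and genotype; horizontal lines are group means. In both sexes the knockout mice lie below the wild-type mice for the first 3 genes and above them for *Bmal1* and *Npas2*, while *Nfil3* overlaps in females.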

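The male plot also labels *Adipoq*, *Plin1*, *Car3* and *Cfd*, genes of adipocytes, as up-regulated. In a list of 13 adipocyte genes, which holds these 4, 12 were higher in knockout males, with a median log2 fold change of 4.63, or 4.50 with the gene at the detection limit set to its bound (camera, Benjamini-Hochberg adjusted p = 1.6e-12). None was a DEG over all genes tested and 10 were when adjusted over the list alone, and for 9 the groups did not overlap, against 10% by chance for genes not chosen on these libraries, as the 4 labelled ones were. The call did not hold under fry or with an estimated correlation. Under the alternatives with all 12 libraries the male median ranged from 1.39 to 4.82. In females the median was −2.54 (camera, Benjamini-Hochberg adjusted p = 0.19). *Adipoq* (ENSMUSG00000022878.6, chromosome 16, 22964106 to 22976810) had 158 ± 137 normalized counts in knockout males and 3.73 ± 1.00 in wild-type males (log2 fold change 5.36, SE 1.41, edgeR, Benjamini-Hochberg adjusted p = 0.15). The spread within groups was large: *Adipoq* had 17.5, 291 and 165 normalized counts in the 3 knockout males and 14.5, 27.0 and 389 in the 3 wild-type females. The female list median was −0.77 without wild-type replicate 3 and −3.96 without knockout replicate 2. It ranged from −3.12 to −0.66 under the alternatives with all 12 libraries. *Cfd*, *Car3* and *Plin1* had log2 fold changes of 5.94, 5.29 and 5.12 in males and, like *Adipoq*, were DEGs only once knockout replicate 1 was left out, without a low-count filter, or with DESeq2.

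**Figure D10:**
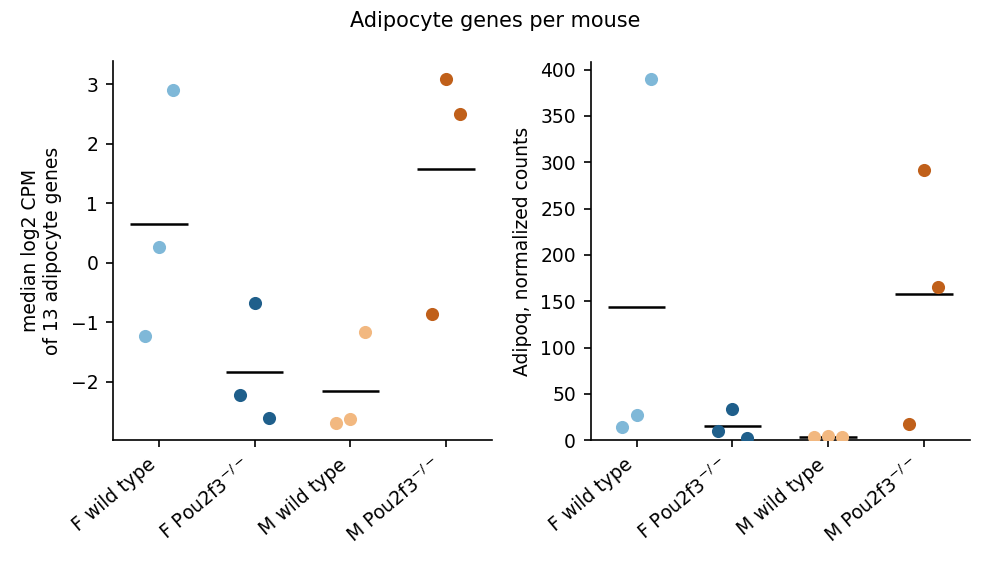
Median log2 CPM of 13 adipocyte genes (left) and normalized counts of *Adipoq* (right) in each of the 12 mice by sex and genotype. Male knockout replicates 2 and 3 and female wild-type replicate 3 stand above the other 9 mice in both plots.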

**Figure 3:**
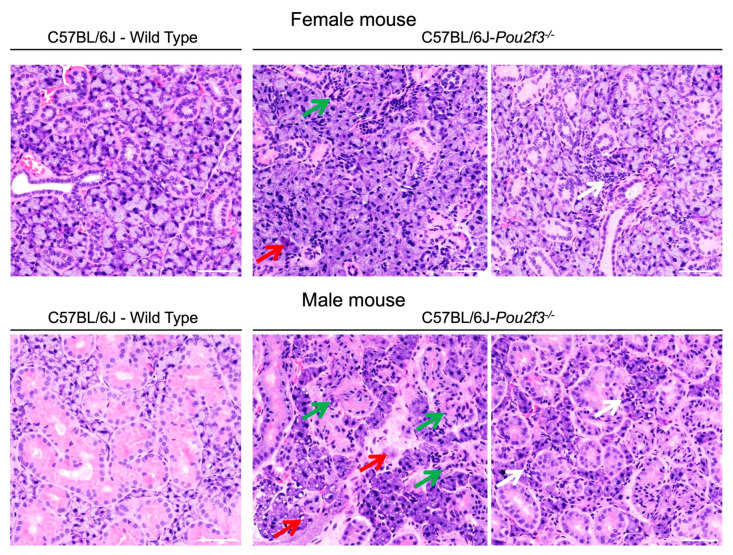
TC loss damages both female and male mouse SMG structure. SMGs from female and male C57BL/6J wild-type mouse SMG at 8 weeks display preserved acinar and ductal morphology. In contrast, SMG from C57BL/6J-*Pou2f3*^-/-^ mice exhibit disrupted architecture with ductal (green arrows) and acinar degeneration (red arrows) as evidenced by nuclear atypia, cell vacuolization or apoptosis. Also, C57BL/6J-*Pou2f3*^-/-^ mice displayed inflammatory cell infiltrate aggregates (white arrows). Images are representative of three mice per group, ≥5 fields per gland were examined in a blinded fashion. Scale bars = 100 µm.

**Figure 4:**
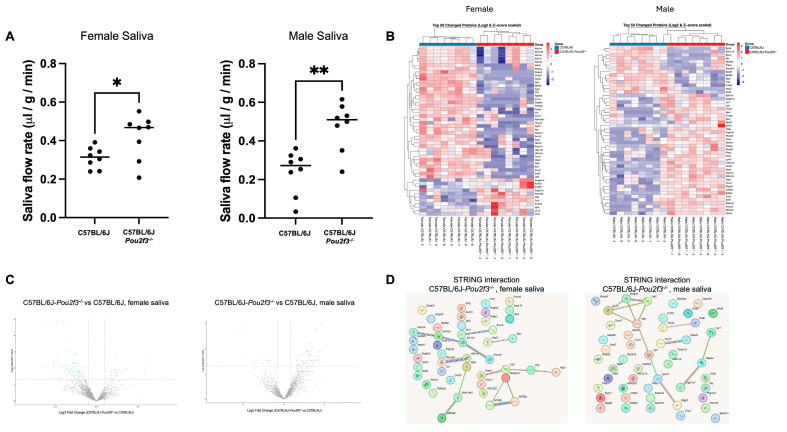
TC loss increases salivary output and remodels the saliva proteome in a sex-divergent manner. (**A**) Saliva was collected for 20 min from C57BL/6J and C57BL/6J-*Pou2f3*^-/-^ mice at 8 wks after pilocarpine administration (2.5 mg/kg, i.p.). Volumes were normalized to body weight and collection time. Statistics: two-tailed unpaired *t*-test; * *p* < 0.05 and ** *p* < 0.01. (**B**) Proteomic profiling of collected saliva by label-free mass spectrometry revealed extensive sex-specific remodeling. Heatmaps show the top 50 differentially abundant salivary proteins for females (left) and males (right), ranked by |log_2_FC| (limma). Columns represent individual mice, rows represent UniProt protein IDs; values are row-wise Z-scores of log_2_ intensities. Hierarchical clustering separates genotypes within each sex, indicating robust, sex-dependent shifts in saliva composition. (**C**) Volcano plots revealed genotype-dependent proteomic remodeling: in saliva from C57BL/6J-*Pou2f3*^-/-^ female mice, 17 proteins were significantly up-regulated and 75 down-regulated; in saliva from C57BL/6J-*Pou2f3*^-/-^ male mice, 39 proteins were up-regulated and 16 down-regulated (significance: nominal *p* < 0.05 and |fold change| ≥ 1.4). (**D**) STRING protein–protein interaction networks for 50 proteins in female and male C57BL/6J-Pou2f3^-/-^ saliva. n = 8 biological replicates per sex per genotype (total = 32).

**Figure 5:**
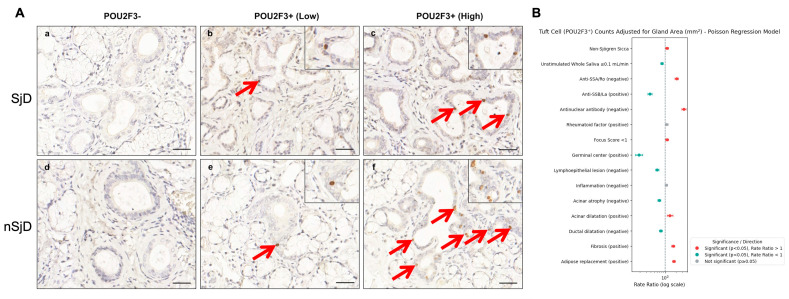
Tuft cells are heterogeneous and associate with Sjögren’s features. (**A**) Representative minor SG biopsies (POU2F3 immunostaining) illustrating variable numbers of TCs (red arrows and insets) across SjD (**a**–**c**) and nSjD (**d**–**f**) groups. Cohort size: n = 20 nSjD and n = 40 SjD patients. Scale bars represent 50 µm. (**B**) Forest plot from the Poisson regression model for the number of TCs (POU2F3+) adjusted for salivary gland area. Dots represent rate ratios, and horizontal bars denote 95% confidence intervals. Values to the right of the dashed vertical line (Rate Ratios > 1) indicate a positive association with the number of TC, whereas values to the left (Rate Ratios < 1) indicate a negative association. Variables on the y-axis are shown in abbreviated form, and the reference category for each variable (comparison factor in the model) is indicated in parentheses, as follows: Sicca, Non-Sjögren Sicca (vs. Sjögren); UWS < 0.1, Unstimulated Whole Saliva < 0.1 mL/min (vs. >0.1 mL/min); SSA/Ro–, Anti-SSA/Ro negative (vs. positive); SSB/La+, Anti-SSB/La positive (vs. negative); ANA–, antinuclear antibody negative (vs. positive); RF+, rheumatoid factor positive (vs. negative); FS < 1, focus score < 1 (vs. >1); GC+, germinal centers present (vs. absent); LEL–, lymphoepithelial lesion absent (vs. present); Inflammation–, inflammation absent (vs. present); Acinar atrophy–, acinar atrophy absent (vs. present); Acinar dilatation+, acinar dilatation present (vs. absent); Ductal dilatation–, ductal dilatation absent (vs. present); Fibrosis+, fibrosis present (vs. absent); Adipose replacement+, adipose replacement present (vs. absent).

**Table 1:** Quantitative analysis of TC density in minor salivary gland (MSG) biopsies. The table reports group size (n), and POU2F3^+^ TC density (mean ± SD and range; cells/mm^2^ of salivary gland area). TC-absent samples were observed in 3/20 nSjD cases and 8/40 SjD cases, indicating inter-individual heterogeneity. Cohort sizes: nSjD, n = 20; SjD, n = 40.

Group	n	Mean ± SD (POU2F3^+^ TCs/mm^2^)	Range of POU2F3^+^ TCs/mm^2^
nSjD	20	2.76 ± 3.01	0–9.24
SjD	40	3.27 ± 4.73	0–23.94

## Data Availability

The bulk RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE320144. Saliva proteomics raw and processed data are available via ProteomeXchange with identifier PXD075581. Other data supporting the findings of this study are available within the article/Supplementary Materials and its Appendix A. Finally, additional data will be made available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15070583/s1, Table S1. Significantly enriched Ingenuity Pathway Analysis pathways and contributing DEGs in female *Pou2f3^-/-^* vs. wild-type submandibular gland. Ingenuity Pathway Analysis results showing significantly enriched canonical pathways and the contributing DEGs identified in female *Pou2f3^-/-^* vs. wild-type submandibular salivary glands. Table S2. Significantly enriched Ingenuity Pathway Analysis pathways and contributing DEGs in male *Pou2f3^-/-^* vs. wild-type submandibular gland. Ingenuity Pathway Analysis results showing significantly enriched canonical pathways and the contributing DEGs identified in male *Pou2f3^-/-^* vs. wild-type submandibular salivary glands. 

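Table S2 holds the output of Ingenuity Pathway Analysis for the male comparison in 4 sheets, which cover the mapping of the input genes, the canonical pathways, the upstream regulators and the causal networks. A pathway's significance there reflects how many of the submitted DEGs belong to it, and its activation z-score compares the direction of their changes with the direction that the software's knowledge base expects when the pathway is active. A z-score is missing for the granulocyte adhesion and fibrin clot pathways, whose listed genes are therefore given without a predicted direction. The z-score of O-linked glycosylation rests on *Adamts4*, *Adamts5*, *Adamts16*, *Spon2* and *Muc20*, of which *Adamts5* and *Spon2* were DEGs in the deposited counts and *Muc20* was the lower one. The 9 genes listed for serotonin receptor signaling include the adipocyte genes *Adipoq*, *Plin1* and *Pnpla3*.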

Table S3. Demographic, clinical, and histopathological features of individuals with Sjögren’s disease and non-Sjögren sicca. Data are presented for the study cohorts and include the variables used for clinical and histopathological characterization. Table S4. DEGs in female and male *Pou2f3^-/-^* mice. Lists of DEGs identified in female and male *Pou2f3^-/-^* mice compared to wild-type controls, including fold change and statistical significance metrics. Figure S1. Distribution of focus scores in minor salivary gland samples from the Sjögren’s disease and non-Sjögren sicca groups. The black horizontal line indicates the median focus score for each group.

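Table S4 gives, for each sex, DESeq2's base mean, log2 fold change, its standard error and the p-values of each DEG, once with the adjusted p alone as criterion and once with the fold change limit added. The base means are the row means of the deposited normalized counts and are the same for both sexes, so that 1 model covered all 12 libraries. The copy of the table used here is complete for males and holds 1999 of the 7237 female DEGs and 646 of the 1742 with the fold change limit, so that only the male list could be compared as a whole. Of its 175 genes, 172 were tested here. All 172 had the same sign, 171 had an unadjusted p under 0.05, and 26 had an adjusted p under 0.05 (edgeR, Benjamini-Hochberg).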

## Abbreviations

The following abbreviations are used in this manuscript:

ACR/EULAR	American College of Rheumatology/European League Against Rheumatism
ANA	Antinuclear antibody
CI	Confidence interval
DEG/DEGs	Differentially expressed gene(s)
FDR	False discovery rate
IL-25	Interleukin-25
KRT8	Keratin 8
PGD2	Prostaglandin D2
POU2F3	POU class 2 homeobox 3
RNA-seq	RNA-sequencing
RR	Rate ratio
SG/SGs	Salivary gland(s)
SjD	Sjögren’s disease
SMG/SMGs	Submandibular gland(s)
STRING	Search Tool for the Retrieval of Interacting Genes/Proteins
TC/TCs	Tuft cell(s)
TEM	Transmission electron microscopy

## Appendix A

**Table A1:** Poisson regression model for counting of TCs considering gland area (mm^2^) as a covariate.

Group	RR [95% CI]	*p*-Value	Adjusted R^2^
SjD	1	<0.001	0.376
NSjD	1.12 [1.02–1.23]		
Clinical aspects			
UWS (mL/min)			
>0.1	1	0.005	0.379
≤0.1	0.82 [0.75–0.89]		
Laboratory exams			
Anti-SSA/Ro			
Positive	1	<0.001	0.447
Negative	2.07 [1.85–2.32]		
Anti-SSB/La			
Negative	1	<0.001	0.457
Positive	0.38 [0.33–0.44]		
Antinuclear antibody			
Positive	1	<0.001	0.466
Negative	3.27 [2.86–3.73]		
Rheumatoid factor			
Negative	1	0.079	0.391
Positive	1.10 [0.99–1.21]		
Histopathological aspects			
Focus Score			
≥1	1	0.018	0.376
<1	1.12 [1.02–1.23]		
Germinal centers			
No	1	<0.001	0.450
Yes	0.19 [0.15–0.24]		
Lymphoepithelial lesion			
Yes	1	<0.001	0.394
No	0.60 [0.54–0.67]		
Inflammation *			
Present	1	>0.05	0.377
Absent	1.07 [0.97–1.18]		
Acinar atrophy			
Present	1	<0.001	0.389
Absent	0.69 [0.62–0.76]		
Acinar dilatation			
Absent	1	0.001	0.379
Present	1.35 [1.12–1.63]		
Ductal dilatation			
Present	1		0.383
Absent	0.76 [0.69–0.83]		
Fibrosis			
Absent	1	<0.001	0.395
Present	1.66 [1.48–1.85]		
Adipose replacement			
Absent	1	<0.001	0.405
Present	1.73 [1.57–1.91]		

RR, rate ratios; CI, confidence interval, SjD, Sjögren’s Disease; UWS, Unstimulated Whole Saliva. * Inflammation represents the infiltration of inflammatory cells dispersed and in clusters in preserved and non-preserved glandular tissue. Inflammation was scored as present and absent.

# Supplementary material for: Highlights of Tuft Cells in Mouse and Human Salivary Glands
**Source:** Cells. 2026 Mar 25;15(7):583. doi: 10.3390/cells15070583
**Supplement:** Supplementary file 1

**Supplementary Table S3.** Demographic, clinical, and histopathological features of individuals with Sjögren Disease and Non-Sjögren Sicca.

|                                              | SjD          | nSjD         | p-value            |
|----------------------------------------------|--------------|--------------|--------------------|
| <b>Sex</b>                                   |              |              |                    |
| Female                                       | 40 (69.0)    | 18 (31.0)    | <b>p&lt;0.05*</b>  |
| Male                                         | 0 (0.0)      | 2 (100.0)    |                    |
| <b>Age – Median (range)</b>                  | 60 (29 – 76) | 59 (29 – 79) | <b>p&gt;0.05**</b> |
| <b>Alcohol</b>                               |              |              |                    |
| Yes                                          | 5 (83.3)     | 1 (16.7)     | <b>p&gt;0.05*</b>  |
| Never                                        | 27 (61.4)    | 17 (38.6)    |                    |
| Interrupted                                  | 3 (100.0)    | 0 (0.0)      |                    |
| NR                                           | 5 (8.3)      | 2 (3.3)      |                    |
| <b>Tabacco</b>                               |              |              |                    |
| Yes                                          | 2 (66.7)     | 1 (33.3)     | <b>p&gt;0.05*</b>  |
| Never                                        | 25 (67.6)    | 12 (32.4)    |                    |
| Interrupted                                  | 5 (62.5)     | 3 (37.5)     |                    |
| NR                                           | 8 (13.3)     | 4 (6.6)      |                    |
| <b>Disease duration (y) – Median (range)</b> | 1.5 (0 - 18) |              |                    |
| <b>Rheumatoid arthritis</b>                  |              |              |                    |
| Yes                                          | 3 (30.0)     | 7 (70.0)     | <b>p&lt;0.01*</b>  |
| No                                           | 36 (78.3)    | 10 (21.7)    |                    |
| NR                                           | 1 (1.66)     | 3 (5.0)      |                    |
| <b>Systemic lupus erythematosus</b>          |              |              |                    |
| Yes                                          | 2 (66.7)     | 1 (33.3)     | <b>p&gt;0.05*</b>  |
| No                                           | 37 (69.8)    | 16 (30.2)    |                    |
| NR                                           | 1 (1.66)     | 3 (5.0)      |                    |
| <b>Medication</b>                            |              |              |                    |
| Yes                                          | 37 (67.3)    | 18 (32.7)    | <b>p&gt;0.05*</b>  |
| No                                           | 3 (75.0)     | 1 (25.0)     |                    |
| <b>Antidepressant</b>                        |              |              |                    |
| Yes                                          | 19 (65.5)    | 10 (34.4)    | <b>p&gt;0.05*</b>  |
| No                                           | 20 (69.0)    | 9 (31.0)     |                    |
| <b>Antihypertensive</b>                      |              |              |                    |
| Yes                                          | 23 (59.0)    | 13 (65.0)    | <b>p&gt;0.05*</b>  |
| No                                           | 16 (41.0)    | 7 (35.0)     |                    |
| <i>Clinical aspects</i>                      |              |              |                    |
| <b>Xerostomia</b>                            |              |              |                    |
| Yes                                          | 36 (67.9)    | 17 (32.1)    | <b>p&lt;0.05*</b>  |
| No                                           | 2 (40.0)     | 3 (60.0)     |                    |
| NR                                           | 2 (3.33)     | 0 (0.0)      |                    |

|                                                      |                         |                          |                    |  |
|------------------------------------------------------|-------------------------|--------------------------|--------------------|--|
| <b>Xerophthalmia</b>                                 |                         |                          |                    |  |
| Yes                                                  | 25 (69.4)               | 11 (30.6)                | <b>p&lt;0.05*</b>  |  |
| No                                                   | 4 (36.4)                | 7 (63.9)                 |                    |  |
| NR                                                   | 11 (18.3)               | 2 (3.3)                  |                    |  |
| <b>Parotitis</b>                                     |                         |                          |                    |  |
| Yes                                                  | 13 (81.3)               | 3 (18.8)                 | <b>p&gt;0.05*</b>  |  |
| No                                                   | 22 (61.1)               | 14 (38.9)                |                    |  |
| NR                                                   | 5 (8.3)                 | 3 (5.0)                  |                    |  |
| <b>UWS - Median (range)</b>                          | <b>0.06 (0.0 – 0.6)</b> | <b>0.15 (0.04 – 0.8)</b> | <b>p&lt;0.01**</b> |  |
| <b>UWS</b>                                           |                         |                          |                    |  |
| ≤0.1 ml/min                                          | 28 (84.8)               | 5 (15.2)                 | <b>p&lt;0.01*</b>  |  |
| >0.1 ml/min                                          | 12 (44.4)               | 15 (55.6)                |                    |  |
| <b>Laboratory exams</b>                              |                         |                          |                    |  |
| <b>Anti - SSA</b>                                    |                         |                          |                    |  |
| Positive                                             | 17 (89.5)               | 2 (10.5)                 | <b>p&lt;0.01*</b>  |  |
| Negative                                             | 21 (53.8)               | 18 (46.2)                |                    |  |
| NR                                                   | 2 (3.33)                | 0 (0.0)                  |                    |  |
| <b>Anti-SSB</b>                                      |                         |                          |                    |  |
| Positive                                             | 10 (90.9)               | 1 (9.1)                  | <b>p&gt;0.05*</b>  |  |
| Negative                                             | 27 (60.0)               | 18 (40.0)                |                    |  |
| NR                                                   | 3 (5.0)                 | 1 (1.66)                 |                    |  |
| <b>Rheumatoid Factor</b>                             |                         |                          |                    |  |
| Positive                                             | 16 (88.9)               | 2 (11.1)                 | <b>p&lt;0.05*</b>  |  |
| Negative                                             | 17 (58.6)               | 12 (41.4)                |                    |  |
| NR                                                   | 7 (11.6)                | 6 (10.0)                 |                    |  |
| <b>Antinuclear antibody</b>                          |                         |                          |                    |  |
| Positive                                             | 22 (81.5)               | 5 (18.5)                 | <b>p&lt;0.05*</b>  |  |
| Negative                                             | 12 (50.0)               | 12 (50.0)                |                    |  |
| NR                                                   | 6 (10.0)                | 3 (5.0)                  |                    |  |
| <b>Histopathological aspects</b>                     |                         |                          |                    |  |
| <b>Focus score – Median (range)</b>                  | <b>2.9 (1.0 – 7.0)</b>  | <b>0.6 (0.0 – 0.9)</b>   | <b>p&lt;0.01**</b> |  |
| <b>Focus score</b>                                   |                         |                          |                    |  |
| ≥1                                                   | 40 (100.0)              | 0 (0.0)                  | <b>p&lt;0.01*</b>  |  |
| <1                                                   | 0 (0.0)                 | 20 (100.0)               |                    |  |
| <b>Number of histological focus – Median (range)</b> | <b>8.5 (3.0 – 29.0)</b> | <b>2.0 (0.0 – 6.0)</b>   | <b>p&lt;0.01**</b> |  |
| <b>Germinal centers</b>                              |                         |                          |                    |  |
| Present                                              | 4 (100.0)               | 0 (0.0)                  | <b>p&gt;0.05*</b>  |  |
| Absent                                               | 36 (64.3)               | 20 (35.7)                |                    |  |
| <b>Lymphoepithelial lesion</b>                       |                         |                          |                    |  |
| Present                                              | 8 (100.0)               | 0 (0.0)                  | <b>p&lt;0.05*</b>  |  |
| Absent                                               | 32 (61.5)               | 20 (38.5)                |                    |  |

|                            |           |           |                   |  |
|----------------------------|-----------|-----------|-------------------|--|
| <b>Inflammation</b>        |           |           |                   |  |
| Present                    | 35 (94.6) | 2 (5.4)   | <b>p&lt;0.01*</b> |  |
| Absent or very low         | 5 (22.7)  | 17 (77.3) |                   |  |
| <b>Acinar atrophy</b>      |           |           |                   |  |
| Present                    | 19 (70.4) | 8 (29.6)  | <b>p&gt;0.05*</b> |  |
| Absent or very low         | 21 (63.6) | 12 (36.4) |                   |  |
| <b>Acinar dilatation</b>   |           |           |                   |  |
| Present                    | 2 (66.7)  | 1 (33.3)  | <b>p&gt;0.05*</b> |  |
| Discreet or very low       | 38 (67.9) | 18 (32.1) |                   |  |
| <b>Ductal dilatation</b>   |           |           |                   |  |
| Present                    | 12 (70.6) | 5 (29.4)  | <b>p&gt;0.05*</b> |  |
| Absent or very low         | 28 (65.1) | 15 (34.9) |                   |  |
| <b>Fibrosis</b>            |           |           |                   |  |
| Present                    | 9 (60.0)  | 6 (40.0)  | <b>p&gt;0.05*</b> |  |
| Absent or very low         | 31 (68.9) | 14 (31.1) |                   |  |
| <b>Adipose replacement</b> |           |           |                   |  |
| Present                    | 10 (58.8) | 7 (41.2)  | <b>p&gt;0.05*</b> |  |
| Absent or very low         | 30 (69.8) | 13 (30.2) |                   |  |

\*Chi-square test

\*\*Mann-Whitney U

SjD, Sjogren Disease; nSjD, Non-Sjögren Sicca; SD, standard deviation; y, years; Bolds denotes statistical significance; UWS, Unstimulated Whole Saliva

How the deposited data were processed for this re-analysis (not part of the article)

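Bulk RNA-sequencing of the mouse submandibular gland is the part of the study analysed here. It comprises 12 libraries from mice aged 8 weeks, in 4 groups of 3 biological replicates (female wild type, female *Pou2f3*-/-, male wild type and male *Pou2f3*-/-), and each library's group was taken from its deposited label. The deposited labels describe the extracted molecule as polyadenylated RNA, while the methods describe stranded libraries of ribosomal RNA-depleted total RNA; *Rn7s1*, an RNA without a poly(A) tail, was the most abundant RNA in the table. Imaging, histology, saliva, proteomic and human data were not analysed here.

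The authors made the count table with Salmon 1.10.1 against the Gencode M35 transcripts on GRCm39 and summed the estimated counts per gene. All annotated genes are listed, including those with a count of 0 in every library, and 78.7% of the values are whole numbers. The authors' second table holds a normalized signal: these counts divided by the authors, before deposition, by a factor for each gene and library. Within a library the log2 of the factor had a median SD of 0.224 between genes, and the geometric mean of a gene's factors over the 12 libraries was 1; the paper's text does not say how the factors were made. The row means of this table are the base means of Table S4. Total counts per library ranged from 47032175 to 67882207, with a median of 54872739. A count of 0 allows up to 3 counts, or 0.0442 to 0.0638 CPM. Such limits and the spread of counts cover counting error and the differences between mice.

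Estimated counts were rounded to whole numbers and analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Library sizes were adjusted by TMM, whose factors ran from 0.625 to 0.759 in female wild type, 0.902 to 1.03 in female knockout, 1.04 to 1.45 in male wild type and 1.11 to 1.25 in male knockout. The function filterByExpr with its default settings kept 17893 genes. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, with Benjamini-Hochberg adjustment within each contrast. The contrasts were knockout against wild type in each sex, the difference between these contrasts (interaction), and male against female wild type. Thresholds were an adjusted p of 0.05 and, where stated, an absolute log2 fold change of 1. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are TMM-adjusted CPM times the mean effective library size, and log2 CPM used a prior count of 2. A fold change against a group with at most 3 counts in each library is given as a lower bound, computed with 3 counts in each library of that group, normalized in the same way. Exact tests on 3 mice against 3 cannot give a p under 0.1 and were not used for single genes.

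Gene lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 26 tests. These were 10 tests of the ribosomal protein, translation factor, SRP and translocon, stress response, clock and adipocyte lists, and 16 tests of the macrophage, lymphocyte, immediate early, muscle, blood, acinar, convoluted tubule and tuft lists, 1 in each sex. The genes that Table S2 lists for the male pathways were counted and not tested as a set. Genes are named in the text if the paper names them or labels them in Fig. 2B, if they are among the 5 rising and 5 falling genes per sex with the smallest adjusted p past both thresholds and without overlap between the groups, or if they belong to a list whose result is given. Positions and gene classes come from Gencode M39, which holds 55563 of the deposited identifiers.

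The alternatives were RLE and upper-quartile normalization, leaving the 20 most abundant genes out of the library sizes, no low-count filter, at least 10 counts in every library, a fit within each sex, the Wald test of DESeq2 1.42.0, fold changes shrunken by apeGLM in pydeseq2 0.5.4, a block for the replicate number, each library left out in turn, and, for the lists, fry and camera with an estimated correlation. Clustering was repeated on other genes and with another linkage. A pair of settings with the authors' own factors, in edgeR and in DESeq2, was added after seeing the data. Replicate numbers are not said to pair mice, and the libraries with the same number did not resemble each other beyond their groups: the correlation across genes of their deviations from the group means lay between −0.11 and 0.05 in females and between −0.13 and 0.09 in males. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

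The steps were tested on simulated data with the means and spread of these counts, in which 200 genes were changed 3-fold in females. Of these, edgeR recovered 84.0%, with 4.07% of its calls false, and called 0 genes in males, where nothing was changed. DESeq2 recovered 89.0%, with 12.3% of its calls false, and called 4 genes in males. A list lowered by 0.7 on the log2 scale was recovered with a median of −0.67, and 0 of 24 unchanged lists were called. The simulated genes varied independently of each other. The list results therefore do not test how often camera calls an unchanged list whose genes move together.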

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

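Among the tests in this part, 7 were chosen only after the result was seen: the comparison of libraries of 1 genotype, the comparison of ribosomal protein genes with all genes, the number of genes that the gain of receptor genes would double, the counts that TEC genes and receptor genes gained, the TEC and lncRNA genes over 5 kb from coding genes, the comparison of strands within lncRNAs and within TEC genes, and the search for genes missing from 1 group.

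The change with genotype differed between the sexes in 4604 genes, by a test of the difference itself (edgeR's interaction contrast), and was larger in females for 4236 of them. A smaller spread between female mice is argued against: the median SD between mice in females was 1.06 times that in males, while the median absolute log2 fold change was 2.55 times that in males. When the genotype labels were exchanged within each sex, 5 of 100 arrangements, the real one included, gave as many interaction genes. Of the 14 arrangements that kept the real split of the females, all gave 860 to 6043 genes, and the 86 others gave at most 1, so that a high number needs the real split of the 6 females, while its size varies with how the males are split. Genomic DNA in the female knockout libraries is argued against as the source of this difference by the olfactory and vomeronasal receptor genes. Their counts per kb were higher in each female knockout library (at least 0.185) than in each female wild-type library (at most 0.136), but the mean gain was 0.0774 counts per kb. Given to every gene by its exon length, this gain would at least double the female wild-type mean of 81 of 17832 genes, 24 of which are among the 1578 up-regulated above the fold change limit. Unspliced RNA cannot be told apart from the groups by these genes, since 86.2% of them had no count in any female library and genes that are not transcribed have no unspliced RNA. A difference between libraries that also arises within a genotype stays open as well. Of the 6 differences between male libraries of 1 genotype, the one between wild-type replicates 1 and 2 followed the female fold changes most, with a slope of 0.29 (r = 0.43 across genes, which are not independent replicates), a TEC median of 0.69 and a ribosomal protein median of −0.43. The slopes of the other wild-type pairs were 0.10 (replicates 1 and 3) and −0.19 (2 and 3), and those of the knockout pairs were 0.08 (1 and 2), 0.07 (1 and 3) and −0.02 (2 and 3). Single pairs of mice cannot decide how much of the female difference has such a source. An effect of *Pou2f3* that depends on sex, and differences in how the female groups were kept or collected, which the paper's text does not describe, remain open and untested.

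For the 81 ribosomal protein genes the change differed between the sexes by a median of −0.75, by the interaction contrast tested with camera (Benjamini-Hochberg adjusted p = 4.3e-24), and 79 of the 81 genes had a negative value. The share of counts taken by a few genes is argued against: it moves all other genes by 1 factor, but the female median of the ribosomal protein genes minus that of all genes tested was −0.70, and relative to all genes the list was lower in each female knockout library than in each female wild-type library. Loss of short transcripts could account for part of the fall. With the coding genes in 5 groups by transcript length, the median female log2 fold change rose from −0.28 in the shortest to 0.06 in the longest, the median longest transcript was 1951 bases for ribosomal protein genes and 4354 for all coding genes, and coding genes matched on length and mean count fell by a median of 0.57, a value that does not separate length from mean count. As the whole cause it is not decided: 232 of 10000 matched lists were as low as the ribosomal protein genes, and 28 of 10000 when exon length was matched. Genes were drawn singly for these lists, so that their spread leaves out genes that move together. Minus matched genes, the list median was 0.0019 to 0.044 in female knockout and 0.13 to 0.33 in female wild-type libraries. Within male wild type it ran from −0.25 to −0.012. GC content went the same way, from −0.18 in the lowest of 5 groups to 0.06 in the highest, and was not corrected. Part of the fall, or all of it, may therefore be technical, and a sex-dependent change in translation remains open.

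In data that the paper does not discuss, 376 TEC genes were up-regulated in female knockout with an absolute log2 fold change above 1, and 4 were down-regulated. Over all tested TEC genes the female median was 0.91, against −0.24 in males, and single mice moved the number: it was 148 without female wild-type replicate 3, 192 without knockout replicate 3 and 223 without knockout replicate 1. Genomic DNA is argued against, since TEC genes gained 99.1 times as many counts per kb as receptor genes. Unspliced RNA is argued against for the TEC and lncRNA genes over 5 kb from any coding gene, which rose by a median of 0.69. For those inside coding genes it stays open, by 4 comparisons within the gene classes (two-sided permutation tests with Benjamini-Hochberg adjustment over the 4; genes are not independent replicates). The 233 lncRNAs inside a coding gene on its strand rose by 0.89, which was 0.24 more than those over 5 kb away and 0.35 more than the 185 on the other strand (permutation p = 0.0010 and 9e-04, adjusted p = 0.0020 for each), as unspliced RNA predicts. The 894 TEC genes on the strand of the coding gene rose by 0.95, which was 0.22 more than those over 5 kb away (permutation p = 0.0098, adjusted p = 0.013) but not more than the 49 on the other strand, which rose by 1.00 (difference −0.06, permutation p = 0.65, adjusted p = 0.65), so that for TEC genes the comparisons do not decide. A larger share of nuclear RNA in the female knockout libraries is a candidate explanation for the genes inside coding genes and for those away from them. The tested RNAs that are kept in the nucleus rose by a median of 1.09 in females, 6 of 6 as DEGs, against −0.06 in males. The mitochondrial mRNAs, which this explanation predicts to fall, do not add to it: they fell by a median of 0.34 in females, where the groups overlapped, and by 0.66 in males, where the nuclear RNAs did not rise, with 13 of 13 lower and 0 DEGs in each sex. With 1 female mouse left out, the nuclear RNA median ranged from 0.80 to 1.22. A share of nuclear RNA that differs between tissue samples could come from how the glands were handled or from their cells, and these were not tested apart.

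*Zxda* was at least 68.6-fold and *Gm43107* at least 23.7-fold higher in female knockout, in data that the paper does not discuss. They are the 2 genes with at most 3 counts in each female wild-type library and more than 50 in each of the 9 others, and for the other 3 groups there was no such gene. They lie on chromosome X and chromosome 3. A difference in DNA between the female wild-type mice and the other mice may underlie them, but 2 genes are too few to decide, and it cannot be told apart from the groups. Reads shared with a near-identical gene stay open for *Zxda*: the counts of *Zxda* and *Zxdb* together were 0.812 times those of the other 9 libraries and lower in all 3 female wild-type libraries, but many genes differ as much between the female groups, whose median absolute log2 fold change was 0.43. *Zxdb* alone had 568 to 590 normalized counts in female wild type and 402 to 624 in the other libraries. Loss of *Pou2f3* alone does not predict this pattern, since wild-type males had counts of both genes; no biological explanation was tested.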

How the results depend on the processing

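The settings with the authors' factors, and every alternative for the 8 lists from macrophage to tuft genes, were chosen after seeing the data; none of the tests in this part was chosen to explain a result.

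The total numbers of DEGs in females, the interaction genes and the sex difference in wild type stayed within 1.5 times their values under every alternative with all 12 libraries, except that requiring at least 10 counts in every library left 1051 female DEGs above the fold change limit, 895 of them up-regulated and 156 down-regulated, since it tests fewer genes. The number of these genes down-regulated, 235 in the text, was 122 with upper-quartile normalization, 471 with edgeR and the authors' factors and 511 with DESeq2 and these factors. RLE and upper-quartile normalization, leaving out the 20 most abundant genes, the fit within each sex and edgeR with the authors' factors kept the direction and the call of each of the 10 designed list tests that they could be applied to. Upper-quartile normalization moved the median log2 fold change of all genes in females by 0.10, and edgeR with the authors' factors moved it by −0.10; relative to that shift the lists named above kept their direction. For the female DEGs above the fold change limit, 1417 of the 1931 genes found with the authors' factors in edgeR and 1655 of the 1876 found by DESeq2's Wald test were also found by the setting of the text.

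The results for males depended on the setting. Without a low-count filter, males had 389 DEGs, 237 of them above the fold change limit, 52 were shared with females, 13 of the 18 pathway genes passed, 7 of the 16 further list tests passed, and the adipocyte list in females passed at −2.55. DESeq2's Wald test gave 392 and 195 male DEGs, 33 shared genes and 12 pathway genes. DESeq2 with the authors' factors gave 359 and 206 male DEGs, 41 shared genes and 14 pathway genes, and moved the female medians of the ribosomal protein genes to −0.84, of the SRP and translocon genes to −0.98 and of the clock genes to −1.11, and the ribosomal protein interaction to −0.93. With apeGLM there were 400 male DEGs, 138 of them above the fold change limit. The replicate block, which the data give no reason to use, left 21 and 17 male DEGs and 2 pathway genes, with fewer degrees of freedom by construction. The cause of the other differences was not tested.

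Camera with an estimated correlation lost the calls of the ribosomal protein genes in females (−0.67), males (0.10) and the interaction (−0.75), of the translation factor (−0.60) and SRP and translocon genes (−0.80) in females, and of the adipocyte genes in males (4.63), and fry lost those of the ribosomal protein and adipocyte genes in males (0.10 and 4.63). The medians are the same by construction, and each of these tests kept 2 of the 4 further list tests past the threshold, the immediate early and blood genes in males. On the 1000 most variable genes and on all genes that passed the filter, 5 and 5 of the 6 male libraries clustered with their genotype. On the DEGs of the other sex 4 of the 6 did, a number that splitting any single library from the others also gives. By construction, other genes enter each of these clusterings.

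With 1 library left out at a time, male DEGs ranged from 13 to 635, those above the fold change limit from 12 to 316, pathway genes from 1 to 13 and shared genes from 8 to 46; the highest value of each is that without male knockout replicate 1, and 8 shared genes were left without male knockout replicate 2. Without this replicate 1, all 29 male genes of the text were among the 316. Female DEGs above the fold change limit ranged from 1142 (without wild-type replicate 3) to 2266 (without wild-type replicate 1), those up-regulated from 917 (without wild-type replicate 3) to 1809, those down-regulated from 220 to 457 (without wild-type replicate 1), with 409 without knockout replicate 2 and 383 without wild-type replicate 2, and interaction genes from 2384 (without male wild-type replicate 1) to 5562. TEC genes higher in female knockouts ranged from 148 (without wild-type replicate 3) to 437, numbered 223 without knockout replicate 1 and 192 without knockout replicate 3, and numbered 219 with at least 10 counts in every library. The ribosomal protein median in males ranged from 0.030 to 0.26 and did not pass without wild-type replicate 1 or 3. The adipocyte median in females ranged from −3.96 (without knockout replicate 2) to −0.77 (without wild-type replicate 3), and passed without wild-type replicate 1 (−3.14). Each of the other 8 designed list tests kept its call and direction in every such fit. The cause was not tested.

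Further lists without a call reversed in some fits. The immediate early median in females was −0.080 with the authors' factors in edgeR and −0.080 in DESeq2, and ranged from −0.19 to 0.37 with 1 library left out, negative without knockout replicate 1 or wild-type replicate 2 or 3. The lymphocyte median in females ranged from −0.83 to 0.11 (without knockout replicate 3), the muscle median in males from −0.15 to 0.17 (without wild-type replicate 2; 0.12 without knockout replicate 2), and the convoluted tubule median from −0.18 (without knockout replicate 2; −0.03 without wild-type replicate 1) to 0.47 in females and from −0.0090 (without wild-type replicate 1) to 0.50 in males. Calls changed in some of these lists as well. The acinar genes in females passed under upper-quartile normalization, no low-count filter, at least 10 counts in every library, the fit within each sex, the replicate block, edgeR with the authors' factors, and without knockout replicate 3 (−0.95) or wild-type replicate 1 (−0.61). The macrophage and acinar genes in males lost their calls under fry and with an estimated correlation, and the lymphocyte and tuft genes in males passed without a low-count filter. The macrophage genes in females passed without wild-type replicate 2 (−0.70), and the convoluted tubule genes without knockout replicate 3 in females (0.47) and without wild-type replicate 2 in males (0.50). The cause was not tested.

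For the 30 female genes named, 179 of 180 values with 1 library left out and all 325 values under other alternatives kept their call; the exception was *Muc2* without knockout replicate 2. For the 36 male genes, 17 of 216 values with 1 library left out lost their call and 14 gained one, and of 384 values under other alternatives 5 lost it and 57 gained one. None of these values reversed. Not every alternative could be applied to every result. The fit within each sex has no interaction, and DESeq2 gave medians but no list tests. The apeGLM setting was run for single genes and for the numbers of DEGs. Depth limits the TC genes: 10 of the 18 tuft genes had enough counts to be tested, and *Pou2f3* was not among them.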

Differences from the paper's values

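None of the tests in this part was chosen only after a result was seen, apart from the pair of settings with the authors' factors, which were chosen after seeing the values. All values are on the same scale as the paper's, and the paper's errors of log2 fold changes are standard errors.

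In females, 235 DEGs with an absolute log2 fold change above 1 were down-regulated, against the paper's 356. Of the 15 alternatives set before the data were examined, 8 were within 1.5 times the paper's value: RLE normalization (283), leaving out the 20 most abundant genes (308), no low-count filter (315), DESeq2's Wald test (315), and leaving out knockout replicate 2 (409) or 3 (292) or wild-type replicate 1 (457) or 2 (383). The 7 others were not. With settings chosen after seeing the values, DESeq2 with the authors' factors gave 511 and edgeR with these factors 471.

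In males, 29 DEGs had an absolute log2 fold change above 1, against the paper's 175, with 16 up-regulated against the paper's 136 and 13 down-regulated against the paper's 39. Of 15 alternatives set before the data were examined, no low-count filter (237 in all, 159 up-regulated), DESeq2's Wald test (195, 139) and apeGLM (138, 109) came within 1.5 times the first pair of values, and DESeq2's Wald test (56) and apeGLM (29) came within that of the number down-regulated; the others did not. Without the fold change limit there were 42 male DEGs against the paper's 512, and of 14 such alternatives no low-count filter (389), DESeq2's Wald test (392) and leaving out male knockout replicate 1 (635) came within 1.5 times it. The apeGLM setting, which is not among these 14, gave 400 and came within 1.5 times it as well. DESeq2 with the authors' factors, chosen after seeing the values, gave 206, 149, 57 and 359; edgeR with these factors gave 22, 13, 9 and 31 and did not close these gaps.

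Of 66 log2 fold changes set beside the paper's, all 66 had the same sign and 10, all in females, differed by more than the larger error. For *Usp2* the value was −2.28 against the paper's −2.50, and leaving out knockout replicate 3 or wild-type replicate 2 closed the gap. For *Dbp* it was −2.58 against the paper's −2.79; leaving out the 20 most abundant genes, DESeq2's Wald test, and leaving out knockout replicate 1 or 3 or wild-type replicate 1 or 2 closed it. For *Coq10b* it was −1.65 against the paper's −1.82, closed without knockout replicate 1 or 3 or wild-type replicate 1 or 3. For *Bhlhe41* it was −1.84 against the paper's −1.63, closed by upper-quartile normalization. For *Etf1* it was −1.06 against the paper's −1.21, closed without knockout replicate 2 or 3 or wild-type replicate 1 or 2. The remaining alternatives set before the data were examined did not close these gaps. None of the 15 closed those of *Zfp532* (0.93 against the paper's 1.15), *Brpf3* (1.15 against the paper's 1.52), *1810019D21Rik* (2.83 against the paper's 2.27), *Npas2* (3.52 against the paper's 3.97) and *Tle2* (2.10 against the paper's 2.68). With the authors' factors, chosen after seeing the values, edgeR and DESeq2 each came within the error for all 10; DESeq2 gave −2.52, −2.81, −1.84, −1.64, −1.23, 1.16, 1.55, 2.31, 4.00 and 2.72 in the order above.

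Of the 37 genes that the paper names or labels for males, 24 did not pass the threshold here. Of these, 18 passed it under some setting: 15 without a low-count filter, 14 by DESeq2's Wald test, 14 with apeGLM, 14 without male knockout replicate 1, 1 (*C3*) with at least 10 counts in every library and 17 with DESeq2 and the authors' factors, chosen after seeing the values. *Ano4*, *Plin1*, *Adipoq*, *Car3*, *Cfd*, *Adamts4*, *C3*, *Ccl6*, *Ccl8*, *Pf4*, *F13a1* and *Thbd* passed under the 5 of these settings other than the one with at least 10 counts, *Adamts16* under all of the 5 but the one without male knockout replicate 1, and *Ccl9* under all of the 5 but the Wald test. *Ccl22* passed only without male knockout replicate 1, and *Tlr5* only with DESeq2 and the authors' factors. *Grin1* and *Pnpla3* had too few counts to be tested; *Grin1* passed without a low-count filter, by the Wald test and with DESeq2 and the authors' factors, and *Pnpla3* only with the last. *Muc20*, *Flrt3*, *Trim72*, *Timp4*, *Il1r2* and *Nlrp3* passed under no setting.

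The paper describes the male changes as largely separate from the female ones; here 13 of the 29 male genes were shared with females, while 33 of 195 were shared with DESeq2's Wald test, 52 of 237 without a low-count filter, 17 of 138 with apeGLM, 46 of 316 without male knockout replicate 1, and 41 of 206 with DESeq2 and the authors' factors, chosen after seeing the values. The paper proposes activation of the integrated stress response in females; here the stress response list had a median log2 fold change of −0.61. The paper describes *Ano4* and *Muc20* as down-regulated in males; here their adjusted p were 0.12 and 0.19 (edgeR, Benjamini-Hochberg).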

Other observations

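None of the tests in this part was chosen only after the result was seen.

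In female SMGs the real split of the 6 libraries was the only 1 of the 10 splits to give as many DEGs above the fold change limit as the 1813 found, and the other 9 gave 0. In males the real split was again the only 1 of 10, with 29 DEGs against at most 22 for another split. With 10 splits this share cannot fall under 0.1. In the wild-type mice, 2541 genes differed between males and females (edgeR, Benjamini-Hochberg, absolute log2 fold change above 1), more than in any other of the 10 splits of these 6 libraries (1 of 10 as large; at most 2 genes in the others).

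Clock genes changed with genotype in both sexes. Collection of the knockout and wild-type glands at different times of day is a candidate explanation: 13 of the 16 clock genes tested moved as it predicts in both sexes, with an adjusted p under 0.05 in each (edgeR, Benjamini-Hochberg). The 11 genes that peak with *Dbp* were lower, apart from *Per1* in females, with medians of −1.41 in females and −1.34 in males, and the 5 genes that peak with *Bmal1* had medians of 0.60 in females and 1.30 in males, with 4 of 5 higher in each sex and 3 of 5 as DEGs. *Cry1* went the other way in females (−1.36, adjusted p = 4.0e-04 by the same test) and did not pass in males (−0.25). The paper's text gives no time of collection. An effect of *Pou2f3* on the clock itself is the biological alternative that the design gives, and was not tested.

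Adipocyte genes were higher in male knockout. Fat tissue in some of the dissected glands is a candidate explanation: the deviations of the 12 libraries from their group means had a median correlation of 0.889 between pairs of 6 abundant adipocyte genes (lowest 0.671), and all 6 rose in males, by log2 fold changes of 1.93 (*Lpl*) to 5.94 (*Cfd*). Their means rose from 3.73 to 158 normalized counts for *Adipoq*, from 66.2 to 438 for *Fabp4*, from 5.81 to 207 for *Plin1*, from 41.4 to 1620 for *Car3* and from 706 to 2687 for *Lpl*. Of the 13 genes in the list, 7 had a mean above 10 normalized counts in male wild type, 13 did in female wild type, and 4 are labelled in the paper's Fig. 2B. The genes were high in male knockout replicates 2 and 3 and in female wild-type replicate 3, so that the genotype does not predict them in both sexes. A change of gland tissue with genotype in males alone was not tested and stays open.

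Of the genes within 10 Mb of *Pou2f3*, 2 of 177 (*Usp2* and *Arhgap20*) were DEGs in both sexes, against 27 of 17716 elsewhere (Fisher's exact test, two-sided, p = 0.0332). DNA of another strain kept around the locus could raise this share, but 2 genes are too few, one of them is a clock gene, and with an unadjusted p under 0.05 and the same direction in both sexes the numbers were 4 of 177 and 379 of 17716 (p = 0.793, same exact test), so that it cannot be told apart from chance or from the clock.

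Further lists were tested in both sexes with camera, with the adjusted p from Benjamini-Hochberg over all list tests. In males the macrophage genes rose by a median log2 fold change of 0.75 (adjusted p = 2.4e-10, 10 of 10 genes higher, 0 DEGs over all genes and 8 when adjusted over the list alone), the immediate early genes by 0.73 (1.2e-10, 13 of 14 higher, 0 and 8), and the blood genes by 2.04 (6.6e-07, 4 of 4 tested higher, 0 and 3). The acinar genes fell by 0.56 in males (2.5e-04, 13 of 13 lower, 0 DEGs and 6 when adjusted over the list alone). Among all male genes 2056 had an unadjusted p under 0.05. Only the calls of the immediate early and blood genes held under fry and with an estimated correlation. In females none of these lists passed: the medians were −0.41 for macrophage (adjusted p = 0.22), 0.06 for immediate early (0.99), −1.15 for blood (0.41) and −0.54 for acinar genes (0.055). Over all genes, 3 of 10 macrophage and 5 of 13 acinar genes were lower in females as DEGs. The immediate early and blood genes had 0 DEGs. The lymphocyte genes, of which 3 of 10 had enough counts, had medians of −0.22 in females (0.82) and 0.35 in males (0.22). The muscle genes, with 2 of 8 tested, had medians of −2.01 in females (0.39; −0.61 with the gene at the detection limit set to its bound) and −0.05 in males (0.94). The convoluted tubule genes had 0.28 in females (0.30) and 0.17 in males (0.15), and the tuft genes, with 10 of 18 tested, 0.18 in females (0.23) and 0.12 in males (0.22). As DEGs over all genes in females, 2 of 17 convoluted tubule and 2 of 10 tuft genes were higher, and 1 of 2 muscle genes was lower. In males, 10 of the macrophage, 2 of the lymphocyte, 13 of the immediate early, 2 of the muscle, 2 of the blood, 13 of the acinar, 17 of the convoluted tubule and 9 of the tuft genes had a mean above 10 normalized counts in wild type. Single mice moved several of these medians by more than 1.5 times. In males the blood median was 3.19 without wild-type replicate 2, the acinar median −0.84 without knockout replicate 1, the lymphocyte median 0.16 without knockout replicate 2 and 0.63 without wild-type replicate 3, and the tuft median 0.05 without knockout replicate 2 and 0.26 without knockout replicate 1. In females the macrophage median was −0.16 without wild-type replicate 1 and −0.70 without wild-type replicate 2, the blood median −0.72 without wild-type replicate 3, the muscle median −0.95 without wild-type replicate 2 and −3.03 without knockout replicate 2, the tuft median 0.75 without wild-type replicate 1 and 0.08 without wild-type replicate 3, and the acinar median −0.95 without knockout replicate 3, where it passed the threshold. No explanation was tested for these lists.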
